# DNA G-quadruplex profiling in skeletal muscle stem cells reveals functional and mechanistic insights

**DOI:** 10.1186/s13059-025-03753-w

**Published:** 2025-09-05

**Authors:** Xiaona Chen, Feng Yang, Suyang Zhang, Xiaofan Guo, Jieyu Zhao, Yulong Qiao, Liangqiang He, Yang Li, Qin Zhou, Michael Tim-Yun Ong, Chun Kit Kwok, Hao Sun, Huating Wang

**Keywords:** DNA G-quadruplex, Skeletal muscle stem cells, Muscle regeneration, Chromatin looping, MAX

## Abstract

**Background:**

DNA G-quadruplexes (G4s) are non-canonical secondary structures formed in guanine-rich DNA sequences and play important roles in modulating biological processes through a variety of gene regulatory mechanisms. Emerging G4 profiling allows global mapping of endogenous G4 formation.

**Results:**

Here in this study, we map the G4 landscapes in adult skeletal muscle stem cells (MuSCs), which are essential for injury-induced muscle regeneration. Throughout the myogenic lineage progression of MuSCs, we uncover dynamic endogenous G4 formation with a pronounced G4 induction when MuSCs become activated and proliferating. We further demonstrate that the G4 induction promotes MuSC activation thus the regeneration process. Mechanistically, we found that promoter-associated G4s regulate gene transcription through facilitating chromatin looping. Furthermore, we found that G4 sites are enriched for transcription factor (TF) binding events in activated MuSCs; MAX binds to G4 structures to synergistically facilitate chromatin looping and gene transcription, thus promoting MuSC activation and regeneration. The above uncovered global regulatory functions/mechanisms are further dissected on the paradigm of *Ccne1* promoter, demonstrating that *Ccne1* is a bona fide G4/MAX regulatory target in activated MuSCs.

**Conclusions:**

Altogether, our findings for the first time demonstrate the prevalent and dynamic formation of G4s in adult MuSCs and the mechanistic role of G4s in modulating gene expression and MuSC activation/proliferation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-025-03753-w.

## Background

G-quadruplexes (G4s) are non-canonical secondary structures that can be formed in both single-stranded DNA and RNA sequences enriched with guanines [1, 2]. They are typically composed of four tracts of guanines that align in stacked tetra planes stabilized by Hoogsteen hydrogen bonding. Recent studies have revealed that DNA G4s can regulate a wide range of biological processes, e.g., transcription, DNA damage repair, and telomere maintenance. DNA G4 formation is correlated with many human diseases such as cancer and neurological diseases [3, 4]; for example, G4 structures are notably enriched in the promoter regions of oncogenes and highly transcribed genes such as *c-MYC*, *c-KIT*, and *KRAS*, affecting transcriptional regulation and genomic instability in cancer [5–7]. G4s have thus emerged as potential therapeutic targets [3, 8]; various strategies have been developed to target G4 structures, such as small molecule ligands, aptamers, and CRISPR/Cas9-mediated targeting [9–12]. However, currently most of the functional investigations of DNA G4s are limited on individual genes and also in limited cell types due to a lack of effective methods to profile endogenous G4 formation at genome-wide level. Here, we profile and investigate the functional roles of endogenous G4s in adult skeletal muscle stem cells.

Skeletal muscle accounts for around 40% of human body mass, and adult muscle stem cells (MuSCs, also known as satellite cells) play central roles in muscle tissue homeostasis and regeneration [13–15]. Normally, MuSCs remain in quiescence, which is a state of prolonged and reversible cell cycle arrest, in their niche beneath the basal lamina and attached to the myofibers. Upon injury or disease, the MuSCs can go through rapid activation and quickly re-enter the cell cycle, undergoing proliferation as myoblasts. Most myoblasts further undergo differentiation to form new myofibers and fix the damaged muscle, while a subset of cells undergo self-renewal to replenish the pool of quiescent MuSCs. Every stage of the muscle stem lineage progression is tightly controlled by both intrinsic regulatory factors within the cells and extrinsic factors derived from their surrounding niche environment [13, 14, 16]. Dysregulated MuSC activities can contribute to the progression of various muscle-associated diseases [13, 17, 18]. Our recent study highlights the regulatory function of RNA G4s in modulating MuSC functions [19, 20]. We demonstrate that RNA G4s formed at the mRNA 5′UTR regions inhibit translation and binding of DHX36, a G4 helicase can unwind the RNA G4 to facilitate mRNA translation during MuSC activation and proliferation. Still, the functional role of DNA G4s and the underlying mechanisms in MuSCs remain unknown.

Earlier studies of DNA G4 were mostly conducted on individual gene locus but recent development of mapping methods such as ChIP-seq and CUT&Tag using a G4-selective antibody BG4 has permitted the global profiling of endogenous G4s and revealed that G4s are prevalently formed at gene promoters in various cell types including cancer cell lines, mouse and human embryonic stem cells, and human keratinocytes (NHEK) [21–25]. The successful profiling of endogenous G4 formation has paved the way for the subsequent functional and mechanistic studies. Emerging reports demonstrate that G4s are enriched in open chromatin regions and associated with active transcription, which contrasts with the previously known function of G4s in transcriptional repression [23, 24]. Therefore, G4s may contribute to gene regulation through diverse regulatory modes. For example, Lee CY et al. recently demonstrated that G4 formed in the non-template strand increases R-loop formation thus enhancing mRNA elongation efficiency and transcriptional yield [26]. Mao S. et al. show that G4 formation sequesters DNA methyltransferase DNMT1 to inhibit promoter methylation and promote transcription [27]. Most interestingly, G4s may modulate chromatin looping between enhancers (E) and promoters (P) to regulate transcription; by acting as structural hubs or recruitment sites for specific trans-acting factors, e.g., CTCF and YY1, G4s may facilitate the formation of chromatin loops, thereby affecting transcriptional output [28–30]. Still, additional factors associated with G4s and other unknown regulatory mechanisms await to be identified; more importantly, the biological significance of G4 regulation remains largely unexplored.

In this study, we for the first time profiled the landscape of endogenous G4 in adult MuSCs undergoing myogenic lineage progression and found that the G4 formation is highly dynamic with a pronounced induction when MuSCs become activated. Manipulating global G4 formation by PDS indeed delays MuSC activation/proliferation and muscle regeneration. Moreover, we found that promoter-associated G4s globally regulate gene transcription through facilitating DNA looping. Furthermore, we found that G4 sites are enriched for transcription factor (TF) binding events in activated MuSCs and identified that MAX bound to G4 structures to promote E-P interactions and gene transcription. The above regulatory mechanism was further elucidated on the paradigm of *Ccne1* promoter. Altogether, our results demonstrate the prevalent and dynamic formation of G4s in MuSCs and the positive role of G4s in promoting gene expression and MuSC activation/proliferation through modulating E-P interaction synergistically with MAX.

## Results

### G4 profiling reveals dynamic remodeling of G4s during MuSC lineage progression

To investigate the role of G4 in adult MuSCs, we first profiled the endogenous G4 landscape in MuSCs undergoing Lineage progression. From the muscle tissues of 2-month-old *Pax7-nGFP* mice in which MuSCs were specifically labeled by GFP [31], the freshly isolated muscle stem cells (FISCs) which are close to quiescent state (PAX7 +/MyoD −) were collected by fluorescence-activated cell sorting (FACS); FISCs were further cultured for 24 h to become activated cells (ASCs-24 h) and for 48 h to be fully activated and proliferating (ASCs-48 h, PAX7 +/MyoD +); differentiating myoblasts (DSCs, MyHC +) were collected after 72 h of culturing in growth medium followed by 24 h in differentiation medium [19, 32]. The above cells were subject to CUT&RUN-seq utilizing the BG4 antibody [33], to map the global formation of G4s (Fig. 1A, Additional file 1: Fig. S1A–C). Three biological replicates were conducted and the replicates showed high reproducibility at each stage (Pearson correlation coefficient, *r* > 0.8) within the same group (Additional file 1: Fig. S1D). In total, we identified 423, 8994, 9421, and 4314 G4 peaks in FISCs, ASCs-24 h, ASCs-48 h, and DSCs, respectively (Fig. 1B, Additional file 2: Table S1). Motif scanning revealed a high prevalence of G-rich sequences in the G4 peaks identified in ASCs-24 h, ASC-48 h, and DSCs; interestingly, FISC G4s were distinctly enriched for GT repeats which can also form G4 structure as previously reported [34] (Fig. 1C, Additional file 1: Fig. S1E). Indeed, further analysis revealed that these G4 peaks covered a broad spectrum of G4 structural subtypes, including canonical G4s, long loops, bulges, and two quartets [19] (see the “ Methods” section). Interestingly, the dominant G4 subtype in FISCs was two quartets (35%) followed by bulge subtype (21%), while in ASCs and DSCs, all four subtypes were observed. Moreover, G4 peaks highly overlapped (69–96.6%) with predicted G4 forming sequences (PQS) according to G4 pattern-matching motif scanning adopting the above four G4 structural subtypes (Additional file 1: Fig. S1F–G) and enriched PQS signals were observed at the G4 peaks (Additional file 1: Fig. S1H). Altogether, the above results demonstrate that the G4 CUT&RUN-seq was successful in capturing the dynamic formation of endogenous G4s in mouse MuSCs undergoing myogenic lineage progression.

**Fig. 1:**

G4 profiling reveals dynamic remodeling of G4s during MuSC lineage progression. **A** Schematic illustration of isolation and collection of adult mouse MuSCs undergoing different stages of lineage progression for G4 CUT&RUN-seq. **B** G4 CUT&RUN-seq was conducted in the above collected cells and the numbers of identified G4 peaks are shown. **C** Motif analysis was performed at the G4 peaks and the top-ranked motif sequences are shown. **D** Venn diagrams illustrating remodeling of G4 peaks between two adjacent stages of the MuSC lineage. **E** Genome browser view of the selected stage-unique G4 peaks associated with the promoters of *Bves*, *Ccne1*, *Trim72*, and *Srsf2* genes. Yellow box highlights regions where G4s are identified. **F** Immunofluorescent staining of DNA G4s was conducted in the above isolated cells after pre-treatment with RNase A and representative images are shown. **G** Quantification of the above BG4 signals per nucleus calculated on the sum projection of the Z-stack. Each point represents a single nucleus, and the red horizontal bars represent the mean from the indicated number of randomly selected nuclei. Kolmogorov–Smirnov test was used to calculate statistical significance. *P* value is shown on the bars. **H** Genomic distribution of the above identified G4 peaks. **I** Schematic illustration of isolation and collection of human MuSCs for G4 CUT-RUN-seq. **J** The number of identified G4 peaks in the above cells. **K** Venn diagram illustrating remodeling of G4s between human FISC and ASC. **L** Genome browser view of G4 signals across the promoters of *PRDM2*, *EP300*, and *EEF1A1* genes. Yellow box highlights regions where G4s are identified. **M** The top-ranked motifs in the above identified G4s. **N** Genomic distribution of the above identified G4 peaks. **O** Venn diagram comparing the promoter G4s between mASC and hASC. **P** Genome browser view of G4 signal comparison in mASC and hASC across the promoters of *SUGT1* gene. The red box highlights regions where G4s are formed

To further elucidate the G4 landscape dynamics during MuSC lineage progression, we found a dramatic increase of G4 formation when the cells progressed from FISCs to ASCs (423 vs 8994) with only 33 shared in the two stages (Fig. 1D), suggesting that G4 remodeling is associated with MuSC activation. The G4 landscapes in ASCs-24 h and ASCs-48 h, on the other hand, were highly similar with 5509 shared peaks. Upon differentiation, the G4 number dropped to 4314 in DSCs with 2518 unaltered (Fig. 1D). Expectedly, a high correlation of G4 signals was observed between ASCs-24 h and ASCs-48 h (coefficient = 0.83) while FISCs and DSCs showed the lowest correlation (coefficient = 0.36) (Additional file 1: Fig. S1I). The stage-specific G4 formation in MuSCs may be associated with cell identify and function. For example, G4 formation at *Bves* (also known as *Popdc1*) locus was exclusive to FISCs and *Bves* is known to enhance cell adhesion and suppress uncontrolled cell proliferation [35]. G4 was formed at the promoter of cyclin E1 gene (*Ccne1*) in ASCs which promotes cell cycle progression and proliferation [36]. In DSCs, G4 formation was observed at the promoter of *Trim72*, a gene implicated in regulating myogenic differentiation [37]. Notably, *Srsf2*, a universal splicing factor, exhibited G4 formation across all stages (Fig. 1E). To substantiate the above findings, BG4 immunofluorescent staining was performed and confirmed the significant increase of the global G4 formation in activated/proliferating MuSCs and the decreased G4 upon differentiation (Fig. 1F–G). Altogether, the above results demonstrate that G4 formation is dynamically associated with the myogenic progression of MuSCs and may play functional roles in the process. Further analysis of the G4 genomic locations uncovered that G4s were mainly formed in the distal intergenic regions (38.8%) and introns (25.72%) in FISCs but primarily in promoters (73.4%, 80.5%, and 67.6%) and distal intergenic regions (12.6%, 9.3%, and 15.9%) in ASCs-24 h, ASCs-48 h, and DSCs (Fig. 1H), suggesting possible dG4 involvement in transcriptional regulation.

To solidify the G4 induction during MuSC activation, we obtained freshly isolated human MuSCs (hFISCs) collected from human hamstring muscles by FACS (Fig. 1I and Additional file 1: Fig. S2A–B); the cells were cultured for 24 h to obtain activated cells (hASCs-24 h). G4 CUT&RUN-seq was conducted on the cells, and we identified a total of 503 and 2160 G4 peaks in hFISCs and hASCs-24 h, respectively, with only 34 overlapped (Fig. 1J–K), indicating a pronounced induction of endogenous G4 formation and a dramatic remodeling when MuSCs became activated, analogous to what was observed in mouse MuSCs. Similarly, in hMuSCs, the stage-specific G4 formation was correlated with cell identity. For instance, G4 was formed at the *PRDM2* locus which is implicated in regulating MuSC quiescence [38]; G4 formation at the *EP300* locus, encoding a histone acetyltransferase, likely modulates myogenesis [39]; G4 was also formed at *EEF1A1* locus, a key regulator of translation elongation and protein synthesis (Fig. 1L). Consistently, the top ranked G4 motifs in hMuSCs were also G-rich sequences (Fig. 1M and Additional file 1: Fig. S2C). Interestingly, the most enriched motif (predicted in 33.4% of the G4 peaks) in hFISCs exhibited the potential to form two quartets while GT repeats were identified as the third most enriched motif (Additional file 1: Fig. S2C–2D). A high overlapping (56.1–91.3%) of the G4 peaks with PQS was also observed in human MuSCs (Additional file 1: Fig. S2E–F). G4s were mainly formed in distal intergenic regions (39.5%) in hFISCs while primarily in promoters (71.2%) in hASCs (Fig. 1N). Moreover, nearly 60% of the promoter locating G4 peaks in hASCs were shared in mASCs (Fig. 1O–P and Additional file 3: Table S2), suggesting that G4s may have similar regulatory functions in human and mouse ASCs. For example, G4 was formed at the *SUGT1* locus in both mASC and hASC, and *Sugt1* is known to regulate mouse MuSC function and muscle regeneration [40]. Moreover, KEGG pathway analysis of the genes with acquired promoter G4 revealed that in mASCs the most enriched signaling pathways were strongly associated with the regulation of MuSC activation, e.g., mTOR, FOXO, p53, and AMPK pathways; in hASCs, the top enriched signaling pathways were p53 and AMPK pathways, indicating that G4 structures may regulate similar pathways in ASCs across both species (Additional file 1: Fig. S2G–H). Altogether, the above results demonstrate the prevalent and dynamic formation of G4s in both human and mouse MuSCs during myogenic lineage progression and their potential involvement in MuSC fate transitions.

### G4s regulate MuSC function and adult muscle regeneration

The evident induction of G4 formation in ASCs suggests that G4s may promote MuSC activation and proliferation. To test this notion, we treated mASCs with a G4 ligand pyridostatin (PDS) which can bind G4s and sterically hinder the interaction of G4s with other proteins [41–43] and examined its effect on cell proliferation by EdU assay (Fig. 2A). A significant decrease of cell proliferation upon PDS treatment was observed (Fig. 2B). Similar treatment of PDS on hASCs also resulted in repressed cell proliferation (Fig. 2C), demonstrating that G4 formation promotes MuSC proliferation. To rule out the possibility that PDS treatment inhibits proliferation through its known effects on inducing DNA damage and genome instability [44, 45], we performed the IF staining of γH2AX and found that PDS treatment did not cause significant change of genomic stability in ASCs (Additional file 1: Fig. S3A–B). To further examine if G4 formation regulates MuSC activity in vivo during the injury-induced muscle regeneration course, muscles of C57BL/6 mice were injected with BaCl_2_ to induce acute damage and regeneration. MuSCs are known to rapidly activate 1 or 2 days after injury (dpi) and undergo proliferation and further differentiation, with newly formed fibers readily seen by 5 dpi [19]. DMSO (Ctrl) or PDS was injected into the injured tibialis anterior (TA) muscle at 6 h and 30 h post injury (Fig. 2D). At 5 dpi, the muscles were collected and decreased number of PAX7 + (Fig. 2E) and MyoD + (Fig. 2F) cells was detected on the PDS treated muscles, confirming the impaired MuSC proliferation. Expectedly, the mouse regeneration course was delayed as shown by the reduced eMyHC + fibers (eMyHC stains the newly formed fibers) at 5 dpi (Fig. 2G, Additional file 1: Fig. S3C); H&E staining at 5 dpi also showed significantly compromised muscle regeneration as the cross-sectional area (CSA) measurement of newly formed fibers indicated a shift to smaller fibers (Fig. 2H–I). Altogether, the above results demonstrate that global G4 formation plays a role in regulating MuCS function and muscle regeneration.

**Fig. 2:**

G4s regulate MuSC function and adult muscle regeneration. **A** Schematic illustration of the PDS treatment with MuSCs. FISCs isolated from Mouse or human muscles were cultured for 24 h and incubated with PDS (2.5 or 5 μM) or DMSO (Ctrl) for another 24 h. EdU was then added to the culture medium 4 h before fixation for EdU staining. **B** Representative images of EdU staining on mASCs are shown and the quantification of EdU incorporation percentage was calculated from 10 randomly selected fields. **C** Representative images of EdU staining on hASCs and the quantification are shown. **D** Schematic illustration of the injury-induced muscle regeneration scheme. BaCl_2_ was injected into TA muscles to induce acute injury. PDS or DMSO was injected into the injured muscle at 6 h and 30 h post-injury. The injected TA muscles were harvested at the 5 dpi for the assessment of regeneration process. **E** IF staining of PAX7 (red) and laminin (green) was performed on the TA muscles collected from 3 pairs of mice at 5 dpi. Scale bar = 50 μm. The positively stained cells were calculated from 10 randomly selected fields in each mouse; *n* = 3 mice per group. **F** IF staining of MyoD (red) and laminin (green) on the above muscles and quantification are shown. **G** IF staining of eMyHC (red) and laminin (green) on the above muscles and quantification are shown. **H** H&E staining of the above muscles. **I** CSAs of newly formed fibers were quantified from the above stained sections and the distribution of fiber sizes is shown, *n* = 3 mice per group. Data represents the average of indicated No. of mice ± s.d. Student’s *t* test (two-tailed unpaired) was used to calculate the statistical significance. *, *P* < 0.05; and **, *P* < 0.01

### Promoter G4 formation regulates gene transcription in ASCs

Next, to study how G4s regulate MuSC activation, we sought to dissect how it modulates gene transcription in ASCs, considering the dominant G4 location at gene promoters (Fig. 1H). To this end, RNA-seq was performed in FISCs and ASCs-48 h cells; a total of 2787 genes were found upregulated and 4586 were downregulated (Additional file 1: Fig. S4A–D, Additional file 4:Table S3). By intersecting with the genes with G4 formation induced at their promoters in ASCs (Fig. 3A and Additional file 4: Table S3), we found that indeed these genes displayed differential expressions in ASCs vs FISCs, with 1524 significantly upregulated (G4-up genes) and 1102 downregulated (G4-down genes) (Fig. 3B–C), suggesting that promoter G4s are correlated with both activated and repressed gene transcription. GO analysis revealed that the G4-up genes were mainly related with cell cycle associated terms, e.g., mitotic cell cycle progression and DNA replication (Fig. 3D), while the G4-down genes were enriched in “negative regulation of cell growth” and “protein modification” (Fig. 3E), indicating that G4 formation modulates the expression of genes related to ASC functions. To further define the targets of G4 regulation, we treated ASCs with DMSO (Ctrl) or PDS and identified the affected genes by RNA-seq (Additional file 1: Fig. S4E–G). A total of 310 out of the 1524 G4-up genes were significantly downregulated upon the PDS treatment and defined as the bona fide G4-activated targets (Fig. 3F); GO analysis showed that these genes were enriched for “cell cycle phase transition” and “chromatin segregation” (Fig. 3G). *Ccne1* was found to be a prime example of G4-activated targets (Fig. 3H). Sixty-nine of the 1102 G4-down genes were upregulated by the PDS treatment, thus considered as G4 repressed targets (Fig. 3I) and enriched for GO terms such as “negative regulation of muscle contraction” (Fig. 3J). *Enpp1*, which is known to inhibit insulin signaling and potentially leads to insulin resistance [46], was shown as a prime target of G4 repression (Fig. 3K).

**Fig. 3:**

Promoter G4 formation regulates gene transcription in ASCs. **A** Schematic illustration of the analysis integrating multiple datasets for dissecting the global roles of G4s in transcriptional regulation. **B** Schematic illustration of the identification of up- or downregulated genes by global G4 formation in ASCs vs FISCs. **C** MA plot showing differentially expressed genes with induced promoter G4 formation in ASCs vs FISCs. **D** GO analysis of the above G4-up and **E** G4-down genes. **F** ASCs were treated with PDS or DMSO and RNA-seq was performed. Volcano plot showing differentially expressed G4-up genes in ASCs with PDS vs DMSO treatment. **G** GO analysis of the above defined 310 G4-activated targets. **H** Genome browser view of the G4-activated *Ccne1* locus showing G4 CUT&RUN-seq, RNA-seq, ATAC-seq, H3K27me3, H3K4me3, and H3K27me3 ChIP-seq signals in FISCs and ASCs, and RNA-seq in ASC DMSO and PDS treatment. Yellow box highlights regions with G4 peaks. **I** Volcano plot showing differentially expressed G4-down genes in ASCs treated with PDS vs DMSO. **J** GO analysis of the above defined 69 G4-repressed targets. **K** Genome browser view of the G4-repressed target *Enpp1*. **L** Comparisons of the changes of ATAC-seq and H3K4me3, H3K27ac, and H3K27me3 ChIP-seq signals at G4-activated and repressed target gene promoters in ASCs vs FISCs. Wilcoxon test was used to calculate the statistical significance: ***, *P* < 0.001. **M** Curve plots of the above ATAC-seq, H3K4me3, H3K27ac, and H3K27me3 ChIP-seq signals at G4-activated and repressed gene promoters in FISCs and ASCs. For each promoter, the signals are displayed along − 2kb to 2 kb of transcription start site. **N** RNA-seq was performed in hFISCs and hASCs and integrated with the G4 CUT&RUN-seq peaks in human MuSCs. Volcano plot showing differentially expressed genes with induced promoter G4 formation in hASCs. **O** Genome browser view of *MTOR* and *JUN* gene loci showing RNA-seq and G4 CUT&RUN-seq signals in hFISC and hASC. Yellow box highlights regions with G4 formation. **P** GO analysis of the above identified G4 upregulated genes in hASCs

Next, combining with published ATAC-seq datasets from mouse MuSCs [47], we found that compared with G4-repressed targets, the G4-activated targets such as *Ccne1* expectedly showed significantly increased chromatin openness at the promoter G4 formation sites in ASCs vs FISCs and this was accompanied with evident increase of H3K4me3 and H3K27ac ChIP-seq signals (Fig. 3H and L–M); upon PDS treatment, the H3K4me3 signals were also significantly decreased (Additional file 1: Fig. S4H and Additional file 5: Table S4). On the contrary, the G4-repressed targets such as *Enpp1* displayed a dramatic increase of the repressive H3K27me3 ChIP-seq signals in ASCs vs FISCs (Fig. 3K and L–M). More interestingly, moderate but detectable levels of ATAC-seq and H3K4me3 signals were observed at the G4 formation sites in FISCs prior to the G4 induction in ASCs, in line with the previous report showing chromatin opening occurs before G4 formation [48]. However, H3K27ac and H3K27me3 signals were barely detectable in FISCs and increased dramatically on G4-activated and G4-repressed gene promoters, respectively, only upon MuSC activation (Fig. 3M), suggesting that the regulatory role of G4s is associated with distinct chromatin modifications. Altogether, the above results demonstrate that global promoter G4 formation promotes MuSC activation/proliferation by regulating targets important for cell cycle progression.

Lastly, we also performed RNA-seq with human FISCs and ASCs and identified 3603 upregulated and 2656 downregulated genes (Additional file 1: Fig. S4I–K and Additional file 6: Table S5). Integrating with the G4 CUT&RUN-seq, a total of 655 G4-up genes (e.g., *MTOR* gene) and 408 G4-down genes (e.g., *JUN*) were identified (Fig. 3N–O), again suggesting G4s function in both promoting and repressing transcription. Moreover, GO analysis revealed that the G4-up genes were mainly enriched for RNA-processing and ribosome biogenesis-associated terms (Fig. 3P). KEGG analysis showed that the top enriched functional categories were protein processing, cell cycle, splicing, mRNA surveillance pathways, etc., in hASCs and cell cycle, DNA replications, RNA degradation, p53 signaling pathway, etc., in mACSs, suggesting conservation in G4 regulatory functions in both species (Additional file 1: Fig. S4L–M).

### G4s are enriched at loop anchors and promote loop interactions in ASCs

To further elucidate how G4s activate gene transcription in ASCs, considering their enrichment at promoters and distal intergenic regions (Fig. 1H), we sought to test whether G4s are involved in promoting DNA interactions to facilitate transcription. We thus collected ASC-48 h cells and performed Micro-C that enables nucleosome resolution chromosome folding maps [49] (Fig. 4A). A total of 6352 loops in 5 kb resolution were identified by *Hiccups* [50] with various subtypes including P-P (promoter-promoter), E-P (enhancer-promoter), and E-E (enhancer-enhancer) loops (Additional file 1: Fig. S5A and Additional file 7: Table S6). Integrating with the G4 CUT&RUN-seq data, indeed, we found that the G4 signals were enriched at loop anchors (Fig. 4B): 1356 loops possessed G4s at both anchors (dual-G4 loops), 2105 with G4 at one anchor (single-G4 loops), and 2891 without G4 at their anchors (no-G4 loops) (Fig. 4C and Additional file 7: Table S6). Furthermore, we found that dual-G4 loops showed the highest interaction frequency, followed by single-G4 loops, while the no-G4 loops showed the lowest interaction frequency (Fig. 4D), suggesting that G4 formation at loop anchors may facilitate loop interaction. Consistently, as loop interaction frequency is positively correlated with gene transcription [51], we found that genes with promoters at the dual-G4 loop anchors (a total of 2362) showed the highest expression levels compared to those at the single-G4 (1701) or no-G4 (811) loops (Fig. 4E–G). Altogether, the above findings suggest that G4s promote gene transcription through facilitating DNA loop interactions in ASCs. To strengthen our findings, we also took advantage of the Hi-C datasets generated by Wang R. et al. in proliferating myoblast cells [52]. Consistently, we found that G4 signals were enriched at loop anchors and were positively correlated with loop interaction frequency and gene transcription (Additional file 1: Fig. S5B–H and Additional file 7: Table S6).

**Fig. 4:**

G4s are enriched at loop anchors and promote loop interactions in ASCs. **A** Scheme illustration of integrative analysis to investigate G4 regulation of chromatin looping in ASCs. **B** Chromatin loops were identified by Micro-C and G4 signals across the loops are shown. **C** Schematic illustration of the loop types defined based on the G4 formation at loop anchors and the number of each type in ASCs. **D** Interaction frequency of each type of loop. Wilcoxon test was used to calculate the statistical significance: ***, *P* < 0.001. **E** The number of genes with promoter located at anchors of each type of loop. **F** Expression level of the above genes in ASCs. Wilcoxon test was used to calculate the statistical significance: ***, *P* < 0.001. **G** Genome browser view of G4 CUT&RUN-seq, RNA-seq signals, and Micro-C heatmap of the dual and single loops. The red box highlights the loop anchor with G4, and the blue box highlights the loop anchor without G4. **H** Schematic illustration of PDS or DMSO treatment followed by Micro-C analysis in ASCs. **I** Venn diagram showing loops identified in the above treated cells. **J** Aggregate peak analysis (APA) score of the identified G4-containing loops. **K** Chromatin bin interactions with at least one bin region containing G4 were measured, and the up- and downregulated interactions were identified in ASCs with PDS vs DMSO treatment. **L** H3K4me3 CUT&RUN-seq signals across the above identified decreased interaction regions. **M** Heatmap showing differentially expressed promoters associated with the above decreased interaction regions. **N** GO analysis of the above identified downregulated genes. **O** Genome browser view of *LARP7* locus showing RNA-seq, H3K4me3 ChIP-seq signals, and Micro-C heatmap comparison in ASCs treated with PDS vs DMSO. The red box highlights the loop anchor with G4, and the blue box highlights the loop anchor without G4

To substantiate the above findings, we treated ASCs with PDS and assessed the impact of G4 disruption on loop interactions by Micro-C (Fig. 4H). A total of 6352 and 4197 loops were identified in DMSO and PDS-treated cells by *HiCCUPS*, respectively (Fig. 4I, Additional file 7: Table S6). We found that the treatment significantly decreased the interaction strength of the dual-G4 and single-G4 loops (Fig. 4J and Additional file 7: Table S6). Consistently, *HiCcompare* analysis revealed that the PDS treatment led to 3128 decreased interactions but a much smaller number (664) of increased interactions, confirming that global G4 formation is important for promoting loop interactions (Fig. 4K). To further assess the treatment effect on gene transcription, we examined the gene promoters with decreased loop interactions and found that the H3K4me3 signals across the interaction regions were significantly lower upon PDS treatment (Fig. 4L and Additional file 5: Table S4). Consistently, RNA-seq uncovered 507 downregulated and only 32 upregulated genes (Fig. 4M and Additional file 7: Table S6); and the downregulated genes were enriched for chromatin remodeling, DNA replication, and mRNA processing (Fig. 4N), in line with the upregulated genes in ASCs vs FISCs (Fig. 3D). Altogether, the above findings indicate that global G4 formation facilitates DNA loop interactions to promote gene expression thus ASC activation.

### G4-mediated E-P interaction promotes *Ccne1* upregulation in ASCs

To further illustrate the functional and mechanistic role of G4s in ASC activation/proliferation, we performed an in-depth dissection on *Ccne1*, which was identified as a bona fide target of G4 regulation (Fig. 3H). Evident induction of G4 formation was detected at its promoter and H3K27Ac defined enhancers in ASCs accompanied by the formation of E-P interaction and upregulated gene expression (Fig. 5A). To validate the G4 formation in the *Ccne1* promoter region, the sequence in the promoter was scanned by Quadruplex forming G-Rich Sequences (QGRS) mapper [53] to identify two G tracts (G4#1 and G4#2) (280nt and 63nt upstream of *Ccne1* transcription start site) with a high G4 formation potential (Fig. 5B). We then performed circular dichroism (CD) spectroscopy with synthetic WT or Mut (several Gs were mutated to As to abolish G4 formation) G4#1 and G4#2 oligos (Fig. 5B); single-stranded DNA oligos were prepared in 150 mM KCl or LiCl solutions which were known to promote or repress G4 formation, respectively [20, 54]. As expected, both G4#1 and G4#2 WT oligos displayed a strong positive peak signal at 264 nm and also a negative peak signal at 242 nm in K + but not in Li + condition (Fig. 5B), which is characteristic of the formation of a parallel G4 structure. On the contrary, Mut oligos displayed weak signals at both wavelengths in K + and Li + conditions (Fig. 5B), confirming the absence of G4 structures. To validate the positive regulation of *Ccne1* transcription by the G4 sequences, we cloned the *Ccne1* WT promoter encompassing the WT G4s into the upstream of a luciferase reporter; a mutant reporter was also generated by mutating all the GGG sequences to GTG to disrupt G4 formation (Fig. 5C). Expectedly, significantly decreased luciferase activity was detected in MuSCs transfected with WT vs Mut reporters (Fig. 5C). Furthermore, the upregulated expression of *Ccne1* mRNA was confirmed during MuSC activation and proliferation by qRT-PCR (Fig. 5D) and its expression was significantly downregulated upon PDS treatment (Fig. 5E). Altogether, the above findings solidify the positive role of promoter G4s in promoting *Ccne1* transcription during MuSC activation/proliferation.

**Fig. 5:**

G4-mediated E-P interaction promotes *Ccne1* upregulation in ASCs. **A** Genome browser view of G4 CUT&RUN-seq, RNA-seq, and H3K27ac ChIP-seq signals across *Ccne1* promoter (red bar) -enhancer (blue bar) interaction in FISCs and ASCs and also Micro-C signal in ASCs. **B** Top: sequences of the two WT and Mut G4 sites at the *Ccne1* promoter. All GGGs are highlighted in red. Mutated Gs are highlighted in blue. Bottom: CD spectroscopy was performed using the synthesized WT or Mut DNA oligos under Li + or K + conditions. Samples were scanned from 220 to 310 nm at 25℃. **C** Left: schematic illustration of the dual luciferase reporter. WT or G4 mutated *Ccne1* promoter was cloned into the upstream of firefly luciferase (Luc) ORF. Right: ASCs were transfected with the above generated reporter plasmids or a blank control plasmid and reporter activities were measured (*n* = 3 per group). **D** Expression of *Ccne1* mRNA was examined by qRT-PCR in FISC, ASC-24 h, or ASC-48 h cells. *Gapdh* mRNA was used as the internal control. **E** Expression of *Ccne1* mRNA was examined by qRT-PCR in ASCs treated with DMSO or PDS. *Gapdh* mRNA was used as the internal control. **F** Genomic view of *Ccne1* locus showing RNA-seq, G4 CUT&RUN-seq signals, and Micro-C heatmap comparison across the promoter (red box) -enhancer (blue box) interactions in PDS vs DMSO-treated cells. **G** 4C-seq was performed in ASCs treated with DMSO or PDS using *Ccne1* promoter G4 as the bait site. The black line represents the viewpoint (VP) at *Ccne1* promoter. Red and green bars represent the interactions between VP and the covered region in DMSO and PDS treatment, respectively. **H** The schematic illustration of tethering nucleolin to *Ccne1* promoter using a CRISPR/dCas9 system. Nucleolin was fused with dCas9 and ASCs were transfected with the dCas9–nucleolin and sgRNAs targeting each of the three *Ccne1* promoter G4s. **I**–**J** Expression level of *Ccne1* or *MyC* mRNA was examined by qRT-PCR in ASCs infected with lentivirus expressing each of the above sgRNAs or negative control vector. **K** EdU labeling was performed in the ASCs infected with each sgRNA for 4 h at 48 h post-infection and the percentage of EdU + cells was quantified. Student’s *t* test (two-tailed unpaired) was used to calculate the statistical significance, and *P* values are shown on the bars

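The Ccne1 gene (ENSMUSG00000002068.16) lies on the minus strand of chromosome 7 (mm10), from 38097984 to 38107534 in GENCODE, and its RefSeq transcript starts at 38107490. It encodes cyclin E1, which drives entry into S phase. The WT oligo of G4#1 in Table S11, GGGGCGGGGCGCGAGGGCGGGACGGGG, matched the minus strand at 38107527 to 38107553, so it spans the GENCODE start. The WT oligo of G4#2, GGGGCCTGCGCGGGGCGGGACGCGGG, matched the plus strand at 38107745 to 38107770, upstream of both annotated starts. Each oligo matched once within the 1 Mb on each side of the viewpoint. From the far edge of each sequence to the RefSeq start, a choice made after the values were seen, the distance was 63 nt for G4#1 and 280 nt for G4#2. To the GENCODE start it was 19 nt and 236 nt. Both sequences lie in the same DpnII fragment, at 38107428 to 38107910 with both cut sites included, in which NlaIII has 2 sites, at 38107676 and 38107874. The browser view set in the deposited lists is centred within this fragment, 34 bases from the GENCODE start. On the plus strand, the bases from 15 before G4#1 to 15 after G4#2 read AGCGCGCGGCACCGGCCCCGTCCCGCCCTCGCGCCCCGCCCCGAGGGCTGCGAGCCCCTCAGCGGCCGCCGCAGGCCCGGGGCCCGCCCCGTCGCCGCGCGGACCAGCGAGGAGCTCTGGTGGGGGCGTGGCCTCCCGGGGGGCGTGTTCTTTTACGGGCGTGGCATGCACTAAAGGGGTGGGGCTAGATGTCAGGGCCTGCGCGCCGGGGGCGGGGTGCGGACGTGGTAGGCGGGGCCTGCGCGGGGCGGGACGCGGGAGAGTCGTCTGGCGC. The promoter bin held 6 predicted G4 sequences with G runs of at least 3 and loops of up to 7 bases, both strands counted, and the enhancer bin held 1.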

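Far from the viewpoint on the low-coordinate side, both libraries had called regions in the same place. The DMSO regions at 37362566 to 37377859 and 37382229 to 37388953 overlapped PDS regions at 37360733 to 37368113, 37372575 to 37381111 and 37387828 to 37392968, with nearer edges 714.6 to 739.4 kb from the Ccne1 start. No protein-coding gene is annotated there. Closer in, the DMSO library alone had a region of 15264 bp at 37841043 to 37856306, in intergenic sequence. A DMSO region at 37954415 to 37959192 lay just beyond the 3' end of Uri1, and another at 38012979 to 38021104 lay within Uri1, with 457 bp in exons and 7669 bp in introns. On the other side of the viewpoint, DMSO regions lay at 38229209 to 38239820, upstream of Plekhf1, and at 38265482 to 38279051. The latter took in 5942 bp of Pop4, 1432 bp of it exonic, together with the start of the antisense transcript Gm44767. The PDS regions at 37654115 to 37663498 and 37749088 to 37759837 lay wholly in introns of Zfp536. A PDS region of 1832 bp at 38296632 to 38298463 lay over the start of the pseudogene Gm28581. At 38310178 a DMSO region of 2091 bp and a PDS region of 4008 bp ended on the same base. The 6 regions with the same edges in both libraries followed from 38316422 to 38366371, next to the pseudogenes Gm9220 and Gm4451, and ranged from 1 to 6265 bp. Over that span, 61.8% of DpnII fragment ends had a 60-base sequence found once in the genome, against 97.2% over the rest of the view on the low-coordinate side. With 30 bases the share over the span was 32.5%, and with 100 bases 84.05%.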

To further elucidate the involvement of E-P interaction in G4-regulated *Ccne1* expression, we found that the E-P interaction identified by Micro-C was indeed diminished upon PDS treatment (Fig. 5F). 

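C2C12 cells, a mouse myoblast line, were treated with DMSO or with pyridostatin (PDS), a small molecule that binds and stabilizes G4s, and 1 4C-seq library was made per treatment. The paper's culture methods give 5 µM PDS for 48 h. The sample labels and the 4C-seq methods name C2C12 cells, whereas the legend of Fig. 5G names ASCs. 4C-seq sequences the DNA ligated to one chosen fragment, the viewpoint, which here was the Ccne1 promoter G4. Cross-linked chromatin was cut with DpnII, ligated, cut again with NlaIII, circularized and amplified over 20 PCR cycles. The authors analyzed the reads with pipe4C (v1.1) on mm10 and called regions in contact with the viewpoint with PeakC (v0.2). Each deposited file lists the start and end of the called regions of 1 library on chromosome 7, and holds no score, read count or contact value per region. The lists therefore do not show the depth of the libraries, and contact frequency could not be computed from them. Reads and signal profiles were not analysed here. With 1 library per treatment, no difference between the lists has a replicate check, and no test was made between treatments. Regions of both lists counted as shared where they overlapped by at least 1 bp. Because the text gives no enhancer coordinates, the enhancer was taken as the 5-kb bin that Table S9 pairs with the bin holding the Ccne1 start. Genes were taken from GENCODE M21.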

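In DMSO-treated cells, regions in contact with the Ccne1 promoter were called over 3 of its neighbours or beside them. They covered the start of Pop4, which encodes a subunit of ribonuclease P, 8126 bp within Uri1, which encodes a prefoldin-like protein, and 808 bp within 2 kb of the start of Plekhf1, an endosomal protein gene. The list from PDS-treated cells held no region over these genes or within 2 kb of their starts. It held 20134 bp within Zfp536, a zinc-finger gene with no called region in DMSO-treated cells. Zfp536, from 37472135 to 37773641, is the longest protein-coding gene in the view. Its PDS regions lay 347.7 and 444.0 kb from the Ccne1 start. The protein-coding gene 1600014C10Rik, which lies between Ccne1 and Plekhf1, had no region over it in either list. The region nearest to the Ccne1 start lay 86.4 kb away in DMSO-treated cells and 189.1 kb away in PDS-treated cells. Neither list held a region over Ccne1 itself, its 5-kb promoter bin or the enhancer bin, which spans 38080001 to 38085000 on chromosome 7 and ends 22.5 kb from the Ccne1 start. The paper's text does not say that this bin is the enhancer of Fig. 5G, and whether the calling left out the stretch next to the viewpoint was not tested.

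The list from DMSO-treated cells held 14 regions that covered 93.9 kb, and that from PDS-treated cells held 13 regions that covered 64.4 kb. Called length was 50.2 kb on the low-coordinate side of the viewpoint and 43.7 kb on the high-coordinate side in DMSO-treated cells, against 41.2 kb and 23.2 kb in PDS-treated cells. Of the DMSO regions, 9 overlapped a PDS region, and 10 PDS regions overlapped a DMSO region, over 31.5 kb in all. The 5 DMSO regions with no PDS counterpart covered 52.4 kb, and the 3 PDS regions with no DMSO counterpart covered 22.0 kb. As a description of both lists, the PDS regions were shifted along the 1 Mb on each side of the Ccne1 start in circular steps of 1 kb. The observed overlap was the highest of 2000 positions, ahead of 27429 bp at the next, which does not compare the treatments. These positions include the stretch above the last called region, where 23.7% of DpnII fragment ends had a 60-base sequence found once in the genome. Neither list held a region there, so PDS regions moved into it cannot overlap. The rank thus depends on the span, and for all regions a narrower span was not tried. Of the shared length, 17.4 kb came from 6 regions with the same edges in both lists, and 14.1 kb remained without them. The sources used here do not say whether these 6 regions were called separately in each library. Without them, 19 of 2000 positions reached the observed overlap, or 23 of 1208 with shifts kept to the part of the view below them, and the highest gave 21415 bp. Within 100 kb of the Ccne1 start the DMSO list held 1 region and the PDS list 0.

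**Figure D1:**
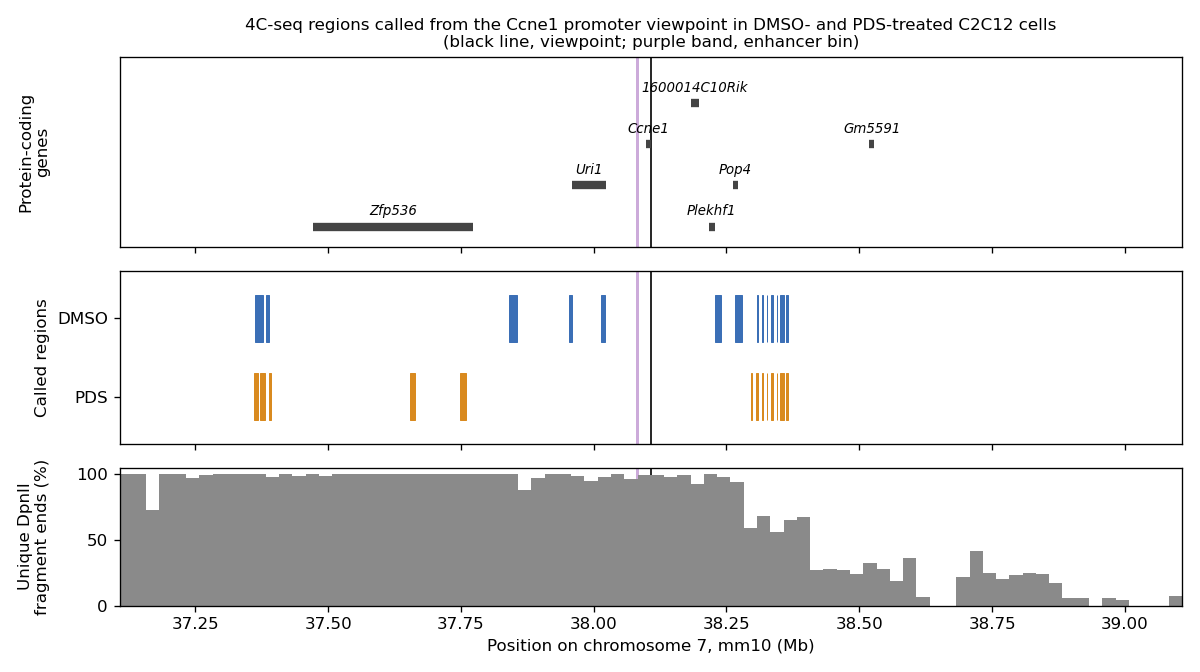
Map of chromosome 7 (mm10, position in Mb) around the viewpoint, with protein-coding genes (top), called 4C-seq regions in 1 DMSO and 1 PDS library (middle, bars to scale) and the percent of DpnII fragment ends whose 60 bases occur once in the genome, in 25-kb bins (bottom). The black line marks the viewpoint and the purple band the enhancer bin, which holds no called region in either library; 14 DMSO and 13 PDS regions are drawn.

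The paper set this experiment beside its Micro-C comparison at the same locus (Fig. 5F), and reads the comparison of DMSO with PDS at this viewpoint as a change in how often the promoter contacts its enhancer sites (Fig. 5G).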

4C-seq [55] was also conducted in myoblast cells to examine the alteration of looping at *Ccne1* promoter in high resolution and uncovered that the contact frequency of *Ccne1* promoter and enhancer sites was significantly decreased by the PDS treatment (Fig. 5G). Moreover, to pinpoint the role of the identified G4s in regulating *Ccne1* transcription, we employed dCas9/sgRNA to anchor the G4 stabilizing protein nucleolin (NCL) [10] specifically to G4 loci at the *Ccne1* promoter region in ASCs (Fig. 5H). Three sgRNAs were designed to target both G4#1 and #2 formation sites and transduced into ASCs together with a dCas9-NCL expressing lentivirus (Fig. 5H). As expected, *Ccne1* expression was significantly reduced upon NCL tethering to the G4 sites (Fig. 5I), while the expression of other known G4 targets, such as *Myc*, was unaffected (Fig. 5J). Moreover, the proliferation of ASCs was also significantly impaired as assessed by EdU assay (Fig. 5K), which phenocopied the effect of *Ccne1* knock-down by siRNAs in ASCs (Additional file 1: Fig. S5I–K). Altogether, the above findings demonstrate that G4s formed at the *Ccne1* promoter region promote *Ccne1* transcription via enhancing the E-P interactions in ASCs.

### MAX interacts with G4s to facilitate E-P interactions and gene transcription in ASCs

Next, to further illuminate how G4s enhance E-P interactions in ASCs, we examined the possibility that G4s may function as a recruiting hub for TFs [43]. By harnessing the rich resources of publicly available TF ChIP-seq datasets generated in C2C12 myoblast cells (Fig. 6A and Additional file 8: Table S7), our analysis revealed that G4 peaks displayed significantly enriched TF binding events (Fig. 6B). Among these TFs, MAX showed the highest overlapping signals with G4 peaks (49%) followed by YY1 (22%), CTCF (15%), USF1, etc. (Fig. 6B–C); and YY1 and CTCF have been shown to interact with G4 structures in HEK293T and mESC cells [28] [29]. MAX is a member of the basic helix-loop-helix leucine zipper (bHLHZ) family of TFs and can form homodimers or heterodimers with other family members, including Mad, Mxl1, and Myc [56, 57]. To validate the interaction between MAX and G4s, we conducted MAX CUT&RUN-seq in ASCs and found the predominant binding of MAX at promoter regions (66%) and intergenic regions (14%) (Fig. 6D and Additional file 9: Table S8), similar with the distribution of G4 peaks (Fig. 1H); Most of the MAX/G4 overlapping sites were located in the promoter (76.53%) and distal intergenic (11.32%) regions (Additional file 1: Fig. S5L). Interestingly, motif scanning showed that the top-ranked MAX binding motif was G-rich sequences but not the known canonical MAX binding motif CACGTG (Fig. 6E), suggesting that MAX binding is largely G4-dependent in ASCs. Indeed, MAX binding sites were highly colocalized with G4 peaks globally (Fig. 6F) and also enriched at loop anchors (Fig. 6G); moreover, MAX binding and G4 formation displayed a highly positive correlation at loop anchors (Fig. 6H). Altogether, the above results suggest that MAX may be recruited by G4s and function synergistically to facilitate loop interactions. Consistently, we found that PDS treatment in ASCs caused a dramatic reduction of MAX binding globally and on loop anchors (Fig. 6I–J) but a slight decrease in the MAX protein level (Additional file 1: Fig. S6A). To confirm the direct interaction of MAX with G4 structures, we conducted the microscale thermophoresis (MST) binding assay [58] using the purified MAX protein and synthesized WT or mutated single-strand G4-forming DNA oligos from the well characterized *cMyc* promoter (Fig. 6K). A direct interaction between MAX protein and the WT G4 oligos was detected with a *Kd* of 1.8 μM and the binding affinity was significantly impaired when the G4 was mutated with a *Kd* of 21 μM (Fig. 6K). To further illuminate the function of MAX in regulating DNA looping in ASCs, we conducted Micro-C in ASCs transfected with siNC or siMAX oligos (Fig. 6L) and found that knocking down MAX altered the chromatin interactions at G4 + MAX + anchor sites; 606 loops showed decreased interactions thus constituted as targets positively regulated by G4/MAX binding; and a smaller number (319) of increased interactions were identified (Fig. 6M, Additional file 10: Table S9). To further assess the effect of MAX knocking down on target gene transcription, we conducted RNA-seq in the above cells and found that 57 were downregulated and 31 were upregulated (Fig. 6N, Additional file 10: Table S9), confirming that global MAX co-binding is important for promoting G4-mediated loop interactions and gene transcription. As a comparison, we analyzed the CTCF ChIP-seq data in primary myoblasts [52], and most of the CTCF binding were in the intron and distal intergenic region (Additional file 1: Fig. S5M), which was different from the dominant G4 formation in the promoter regions. Only a small fraction of the CTCF-bound loop anchors showed G4 formation but 77% of the G4-containing loop anchors had CTCF binding (Additional file 1: Fig. S5N), suggesting possible G4/CTCF synergism. Nevertheless, recent studies have demonstrated that CTCF depletion showed limited effects on gene expression and loop maintenance [59, 60], suggesting that G4-dependent gene regulation may not be associated with CTCF co-binding.

**Fig. 6:**

MAX interacts with G4s to facilitate E-P interactions and gene transcription in ASCs. **A** Schematic illustration of the co-binding analysis of G4s and TFs in myoblast cells. **B** Proportion of G4 binding peaks overlapped with the indicated TF binding peaks. **C** Heatmaps of the above TF binding on G4 peaks. **D** MAX CUT&RUN-seq was performed in ASCs and the genomic distribution of MAX binding peaks is shown. **E** The top-ranked motifs identified by MEME at the identified MAX peaks. **F** Heatmaps of G4 and MAX binding signals across G4 peaks induced in ASCs. For each peak, the signals are displayed along − 2kb to 2 kb around the center region. **G** MAX binding signals across loops identified by Micro-C in ASCs. **H** Scatter plot of G4 signals and MAX binding strength at loop anchors identified in ASCs. **I** MAX CUT&RUN-seq was performed in ASCs treated with DMSO or PDS, and heatmaps of MAX binding are shown. **J** MAX signals across loops identified in ASCs treated with DMSO or PDS. **K** MST assay was performed to examine the binding affinities of MAX protein and G4 using purified recombinant human MAX protein and WT or Mut G4 sequences from *cMyc* promoter. *Kd* was determined for WT and Mut G4s. **L** ASCs were transfected with siMAX or siNC control oligos and MAX knockdown was examined by Western blot with α-Tubulin as the normalization control. **M** Chromatin bin interactions with at least one bin region containing G4 and MAX binding were measured, and the up- and downregulated interactions were identified in ASCs transfected with siMAX vs siNC. **N** Differentially expressed genes with promoters associated with the above identified decreased bins. **O** MST assay was performed using MAX protein and WT or Mut G4#1 or G4#2 sequences from *Ccne1* promoter. **P** Genomic view of *Ccne1* locus showing G4 CUT&RUN-seq and H3K27ac signals in ASCs, MAX CUT&RUN-seq signals in ASCs treated with DMSO or PDS, RNA-seq signals in ASCs treated with siNC or siMAX, and Micro-C heatmap comparison across the promoter (red box) and enhancer (blue box) in ASCs transfected with siMAX vs siNC oligos. **Q** ASCs were transfected with the WT *Ccne1* promoter reporter together with siNC or siMAX oligos, and the luciferase reporter activities were measured. **R** Expression level of *Ccne1* mRNA was examined by qRT-PCR in ASCs transfected with siNC or siMAX oligos. Student’s *t* test (two-tailed unpaired) was used to calculate the statistical significance, and *P* values are shown on the bars

To examine whether other TFs in the bHLH family (e.g., MYC, MNT, MXI1, MXD1, MXD4) contribute to MAX/G4-mediated regulation of chromatin looping and transcription, we identified MAX-interacting proteins by performed co-immunoprecipitation (Co-IP) followed by mass spectrometry (MS) in C2C12 myoblast cells overexpressing FLAG-tagged MAX (Additional file 1: Fig. S5O-P, Additional file 11: Table S10). Interestingly, no interactions were detected between MAX and other bHLH family TFs; instead, proteins associated with chromatin segregation and mitosis were enriched to interact with MAX (Additional file 1: Fig. S5Q), suggesting that MAX function may be independent of other bHLH family members.

To specifically illuminate the MAX regulation on *Ccne1* promoter, we first examined the physical interaction of MAX with the two promoter G4s of *Ccne1* using the MST assay. For both G4s, a direct interaction was detected between the MAX protein and the WT G4 oligos, whereas the binding affinity was significantly reduced when the G4s were mutated (Fig. 6O). And MAX binding was largely reduced upon PDS treatment at both its promoter and enhancer (Fig. 6P). To further test the regulatory importance of MAX/G4 co-binding in orchestrating *Ccne1* expression, we found that MAX knock-down by siRNA oligos significantly downregulated the promoter luciferase reporter activity (Fig. 6Q) and *Ccne1* expression (Fig. 6R) in ASCs. Consistently, PDS treatment also decreased the *Ccne1* expression in mASCs (Fig. 5E). Altogether, the above findings identify MAX as a G4 binding protein and demonstrate that G4/MAX synergistically facilitate loop interactions to promote gene expression in ASCs.

### MAX promotes MuSC proliferation and adult muscle regeneration

Lastly, to demonstrate the functional role of MAX in ASCs, we found that MAX expression level was expectedly upregulated during MuSC activation and proliferation (Fig. 7A) in accordance with the G4 induction (Fig. 1B). Knockdown of MAX by siRNA oligos significantly impeded ASC proliferation as assessed by EdU assay (Fig. 7B). To further elucidate the functional role of MAX in vivo during muscle regeneration, we knocked down MAX in MuSCs using our established in vivo CRISPR/Cas9/AAV9-sgRNA genome editing system [61]. Briefly, adeno-associated virus (AAV) expressing sgRNAs targeting *Max* exons (Additional file 1: Fig. S6B) was injected into the limb muscles of *Pax7*^*Cas9*^ Mouse pups at postnatal day 7 and 10. At 2 months post-injection, no obvious morphological changes were found in MAX KD mice (Additional file 1: Fig. S6C), but almost complete deletion of MAX proteins was observed in the isolated ASCs (Fig. 7C–D). The MuSCs were cultured for 2 days for EdU assay; expectedly, a significantly decreased rate of proliferation was observed in the MAX KD vs Ctrl ASCs (Fig. 7E). To examine the effect of MAX KD in muscle regeneration, TA muscles of the 2-month-old mice were injected with BaCl_2_ and collected at 5 dpi. IF staining of eMyHC showed a significantly decreased number of newly formed fibers in the MAX KD mice (Fig. 7F, Additional file 1: Fig. S6D). A significant delay in muscle regeneration was also observed by H&E staining, showing the shifting toward smaller myofibers (Fig. 7G–H). Altogether, the above results demonstrate that MAX is essential for MuSC activation/proliferation and adult muscle regeneration, strengthening its functional synergism with global G4 formation.

**Fig. 7:**

MAX promotes MuSC proliferation and adult muscle regeneration. **A** MAX protein levels were examined by Western blot in FISCs, ASC-24 h, and ASC-48 h with H3 as the normalization control. **B** EdU labeling was performed in ASCs transfected with siNC or siMAX oligos. Representative images of EdU staining are shown and EdU incorporation percentage was calculated. **C** Schematic illustration of the in vivo genome editing of MAX in MuSC. AAV9-sgRNA targeting MAX (MAX KD) or negative control virus was injected intramuscularly (IM) to the lower limbs of *Pax7*^*Cas9*^ mice at postnatal day 7 and day 10. Two months after the injection, MuSCs were isolated and regeneration analysis was also performed on the muscles. **D** Deletion of MAX protein in ASCs isolated from the above-generated MAX KD or Ctrl mice was confirmed with GAPDH as the normalization control. **E** ASCs were isolated from the above mice and EdU labeling was performed. Representative images of EdU staining are shown and relative EdU incorporation percentage was calculated by setting the EdU% in Ctrl group as 1; *n* = 5 mice per group. **F** IF staining of eMyHC (red) and laminin (green) was performed on the TA muscles collected at 5 dpi from the above mice. Nuclei are visualized by DAPI staining (blue). Scale bar = 50 μm. The positively stained cells were calculated from 10 randomly selected fields in each mouse; *n* = 5 mice per group. **G**–**H** H&E staining was performed on the above muscles; CSAs of newly formed fibers were quantified and the distribution of fiber size is shown, *n* = 5 mice per group. Data represents the average of indicated No. of mice ± s.d. **I** Schematic illustration of the dynamic remodeling of endogenous G4s in adult MuSC lineage progression and also the functional and mechanistic roles of G4s in MuSC activation/proliferation during muscle regeneration. Student’s *t* test (two-tailed unpaired) was used to calculate the statistical significance, and *P* values are shown on the bars

## Discussion

Profiling the formation of endogenous G4 formation in cells is the prerequisite for studying G4 biological functions, but this has not been possible until the recent emergence of G4 genome profiling using BG4 antibody. Our G4 CUT&RUN is proven to be successful in profiling global G4 formation in MuSCs. The results uncovered very limited G4 formation in FISCs when MuSCs are close to quiescence. Upon activation, when cells re-enter the cell cycle, G4 formation is drastically induced and remains high when cells proliferate; subsequently, when cells exit the cell cycle to differentiate, G4 formation decreases. These dynamic changes suggest a correlation between G4 formation and MuSC activation/proliferation. Although it is not our focus to investigate how G4 formation is regulated, various mechanisms have been suggested [1]. For example, active transcription can facilitate the dissolving of DNA duplex and G4 formation [48]; other biological processes that facilitate the generation of single-stranded DNA, such as DNA replication, may also correlate with the G4 formation [33]. Moreover, G4 interacting proteins/helicases that can regulate G4 folding/unfolding may also actively regulate G4 formation [1]; nevertheless, we found that the mRNA expression level of known G4-resolving helicases (e.g., BLM, WRN, DHX36, FANCJ) was not downregulated during MuSC activation (data not shown).

The dramatic induction of G4 formation during MuSC transition from quiescence to activation/proliferation triggered us to investigate the functional roles of G4s in this process. As expected, increased G4 formation appears to promote MuSC activation/proliferation as functional manipulation of G4 structures using PDS influences cell proliferation both in vitro and in vivo during mouse muscle regeneration. Our findings align with existing reports demonstrating that G4 manipulation with ligands can effectively inhibit cancer cell proliferation and tumor growth [3]. Nevertheless, G4 stabilization by the ligand can broadly disrupt essential cellular processes, including DNA replication, transcription, and cell cycle progression, which ultimately contribute to cytotoxicity and cell death. In ASCs, PDS treatment appears to have no significant impact on genome instability (Additional file 1: Fig. S3A-B), suggesting that the G4s may regulate cell proliferation through modulating expression of related genes. Nevertheless, G4s may play different roles in other stages of the myogenic lineage progression. For example, the decreased G4 formation during myoblast differentiation indicates that global G4s may function negatively in this fate transition; consistently, a recent study profiling the G4 formation in chicken embryo-derived myoblast cells demonstrates decreased G4 formation during myogenic differentiation [25].

Mechanistically, we dissected how G4s regulate gene transcription both globally and on the *Ccne1* paradigm locus. Early studies investigating the gene regulatory role of G4s primarily used in vitro methods such as ectopic reporter assays on individual loci, and the results depicted DNA G4 structures as roadblocks to transcription machinery, thereby suppressing gene expression. However, recent advancements following genome-wide mapping of endogenous G4s have demonstrated that G4s are frequently enriched at promoters of actively transcribed genes, where they act as transcriptional enhancers rather than suppressors [21, 24, 43]. Several studies suggest that G4s serve as non-canonical docking sites for TFs to facilitate RNA polymerase recruitment and increase transcription [24, 43]; for example, inserting a G4-forming sequence from the *KRAS* promoter into the *MYC* promoter using CRISPR/Cas9-mediated genome editing leads to increased *MYC* expression [62]. Moreover, Marshall P.R. et al. showed that G4s can both silence and activate gene transcription in neuron cells [63]. Therefore, promoter G4s may play pleiotropic roles in gene transcription depending on cell contexts and biological processes. Our integrated multiomic data analyses suggest that in ASCs, promoter G4s are correlated with both activated and repressed gene expression, which is also associated with different histone modifications. Of note, we observed ATAC-seq and H3K4me3 signals in FISCs prior to G4 induction in ASCs, demonstrating that chromatin openness may be a prerequisite of G4 formation. This is consistent with previous findings that G4 formation is coupled to the establishment of accessible chromatin and does not require active transcription [48]. Moreover, in FISCs, moderate but clear H3K4me3 signals were observed at the promoters of both G4-activated and G4-repressed genes prior to G4 formation, while H3K27ac and H3K27me3 signals were very weak. Upon G4 formation in ASCs, it appears that H3K27ac or H3K27me3 modifications determine whether the G4 acts as a transcriptional activator or repressor. Consistently, recent studies also show that the enrichment of H3K4me3 and H3K27ac signals at G4 sites is associated with active transcription in cancer cells and lung fibroblast cells [64, 65]. Our findings highlight the importance of epigenetic context in determining the functional role of G4s. It will be worth further elucidating the complex interplay between G4 regulatory function and histone modifications in the future and also exploring the mechanisms underlying G4-mediated gene repression.

Furthermore, our findings uncover the mechanistic roles of G4 structures in modulating 3D genome organization particularly in chromatin looping. Despite several emerging reports showing G4 involvement in 3D genome regulation, the underlying mechanisms remain incompletely understood. We showed that G4s are enriched specifically at chromatin loop anchors to promote loop formation; of note, G4 enrichment appears to be higher at P-P loops compared with E-E and E-P loops in ASCs (Additional file 1: Fig. S5A). Further dissection identified MAX as a previously unknown TF that is recruited to G4 binding sites to mediate G4 regulation of looping. Direct physical binding was detected between MAX protein and G4 structures. MAX binding appears to be largely dependent on G4s since the top-ranked MAX binding motifs are G-rich sequences but not its canonical binding motif. Disrupting the G4/MAX interactions with PDS or MAX knockdown led to decreased chromatin interactions, providing functional evidence that G4/MAX acts synergistically in modulating DNA looping. Phenotypically, we also demonstrated that knockdown of MAX impaired ASC proliferation and reduced mouse muscle regeneration both in vitro and in vivo, consistent with the repressive effects of PDS treatment. Therefore, functionally and mechanistically, we demonstrate the synergism of G4 and MAX, highlighting a novel mechanism underlying G4 functions in cells. To further elucidate our theory, in-depth dissection was carried out on *Ccne1* locus and our results demonstrate that it is a bona fide target of G4/MAX regulation/function in ASCs. Both PDS treatment and site-specific G4 manipulation with CRISPR/dCas9-mediated tethering of nucleolin resulted in impaired DNA looping and gene transcription. G4s regulating MuSC functions thus offer therapeutic potential for enhancing muscle regeneration and treating muscle diseases such as Duchenne muscular dystrophy (DMD) and sarcopenia through G4-targeting strategies such as small molecule ligands, aptamers, or CRISPR/Cas9. However, site-specific G4 manipulation is still challenging; strategies to avoid off-target risks and unwanted side effects are needed. In addition to CRISPR/dCas9-mediated G4-stabilizing compounds, other strategies, including ligand-antisense oligonucleotides (ASO) conjugate [66] and aptamer-ASO conjugate [67], have been developed recently to increase the specificity of G4 targeting.

## Conclusions

In this study, we mapped the endogenous G4 landscape in adult MuSCs undergoing myogenic lineage progression. Our G4 CUT&RUN-seq results reveal that global G4 formation is highly dynamic during this process, with a dramatic increase during cell activation and a significant decrease during myoblast differentiation. Manipulation of G4s using PDS demonstrates that global G4 formation promotes MuSC activation/proliferation to enhance mouse muscle regeneration. Integrative multiomic analysis further reveals that G4s are enriched at gene promoters and positively regulate the transcription of cell cycle and proliferation-related genes. Furthermore, we found that G4 enhances promoter transcription through recruiting TFs such as MAX to modulate enhancer-promoter looping interactions. The above described G4 regulatory functions and mechanisms were dissected in-depth on the *Ccne1* locus. Altogether, our findings have for the first time uncovered the dynamic remodeling and functional roles of endogenous G4s in MuSCs and identified previously unknown mechanisms of G4-mediated transcriptional regulation (Fig. 7I).

## Methods

### Mice

The mice were maintained in the animal room with 12-h light/12-h dark cycles, at a temperature of 22–24 °C, and a humidity level of 40–60% within the animal facility in CUHK. The Tg:*Pax7-nGFP* mouse strain [31] was kindly provided by Dr. Shahragim Tajbakhsh. The C57BL/6 wild-type mice were acquired from LASEC (Laboratory Animal Services Centre) at CUHK. The *Pax7*^*Cas9*^ mouse was generated by crossing homozygous *Pax7*^*Cre*^ mice with the Cre-dependent *Rosa26*^*Cas9−EGFP*^ knockin mice (B6;129-Gt (ROSA)26Sortm1(CAG-cas9*-EGFP)Fezh/J). The heterozygous offspring were utilized for in vivo genome editing experiments as previously described [61].

### Animal procedures

For BaCl_2_-induced muscle regeneration, the tibialis anterior (TA) muscles were injected with 50 µl of 1.2% BaCl_2_ (dissolved in sterile demineralized water) [19]. At the indicated time points, mice were euthanized, and muscles were snap frozen for sectioning. For the PDS treatment post-induced acute muscle injury, 50 µl of 1.2% BaCl_2_ was injected into the TA muscle of age-appropriate mice. Six and 30 h after the injury, 50 µl of 5 nmol PDS (dissolved in DMSO) or DMSO (negative control) was injected into the injured TA muscle. Muscles were harvested at designated time points for subsequent histological or biochemical studies. For the AAV injection, the *Pax7*^*Cre*^ x *Cas9* mice received intramuscular injections of the AAV-sgRNA at 2 different time points: 2 × 10^11^ vg AAV per leg at postnatal day 7 (P7) and 4 × 10^11^ vg AAV per leg at P10. Mice were subsequently analyzed at 8 weeks post-injection.

### Human muscle tissue

Hamstring muscle samples were collected during orthopaedic surgery with informed consent from young male/female patients in Hong Kong. The informed consent was obtained from the legally acceptable representative. Ethical approval was granted by the Joint Chinese University of Hong Kong-New Territories East Cluster Clinical Research Ethics Committee (Ref No. 2021.255-T). Exclusion criteria were myopathy, Hemiplegia or Hemiparesis, rheumatoid arthritis, or other autoimmune connective tissue disorders, cancer, coronary heart disease, inability to consent, or major surgery in the previous 3 months.

### Satellite cell sorting

Skeletal muscle tissue from mouse hindlimb and forelimb muscles was dissected, gently minced with blades, and digested with Collagenase II (1000U/ml) in Ham’s F10 for 90 min in a shaking water bath at 37 °C. Digested tissue was then washed twice with rinsing media (10% horse serum, in Ham’s F-10) and centrifuged at 700 g at 4 °C for 5 min. Second digestion was performed by adding Collagenase II (1000U/ml) and Dispase (11U/ml) in rinsing media and incubating in a shaking water bath at 37 °C for 30 min. Digested tissue was passed through a 20-gauge needle for 12 times and filtered through a 40-μm filter, followed by spinning at 700 g for 5 min at 4 °C. For mouse muscles, MuSCs were then sorted out by FACS Aria Fusion (BD) and collected as GFP + groups. For human muscles, cells were stained with antibodies and FITC-(CD45-, CD31-, CD34-) APC + (CD29 +) PE-CY7 + (CD56 +) cells were sorted out as human MuSCs. Isolated satellite cells were immediately collected or were cultured in Ham’s F10 supplemented with 20% fetal bovine serum (FBS) and bFGF (5 ng/ml) (growth medium) for other assays.

### Cells

Mouse C2C12 myoblast cells (CRL-1772) and 293T cells (CRL-3216) were obtained and authenticated through American Type Culture Collection (ATCC) and cultured in DMEM medium with 10% FBS, 100 units/ml of penicillin, and 100 μg of streptomycin (growth medium, or GM) at 37 °C in 5% CO_2_. Cell lines were confirmed to be mycoplasma-free. FACS-sorted MuSCs were cultured in Ham’s F10 medium supplemented with 20% FBS, 5 ng/ml β-FGF (PHG0026, Thermo Fisher Scientific), and 1% Penicillin/Streptomycin at 37 °C in 5% CO_2_ incubator. For PDS treatment, MuSCs or C2C12 cells were treated with DMSO or 5 µM PDS for 48 h then used for EdU incorporation assay, collected for qRT-PCR or library preparation.

### DNA oligonucleotides

All DNA oligonucleotides were purchased from GENEWIZ. The Cy5 fluorescence-labeled DNAs were purified by HPLC. The sequences of the oligos can be found in Additional file 12: Table S11.

### Plasmids

To study the promoter G4 regions of *Ccne1*, the G4-rich promoter sequences were inserted at the Hind III restriction enzyme site upstream of the luciferase gene in the plasmid pGL3-Basic (Promega). For G4 mutation sequences, all GGG sequences are mutated into GAG and the CCC was replaced by CTC. For the MAX overexpression plasmid, the 3 × FLAG tag sequence was first inserted into the BamHI restriction site of the pcDNA3.1 vector. Subsequently, the MAX open reading frame was cloned into the pcDNA3.1–3 × FLAG plasmid between the BamHI and XbaI restriction enzyme sites. For AAV-vectored in vivo gene editing, the AAV:ITR-U6-sgRNA (backbone)-pCBh-Cre-WPRE-hGHpA-ITR (AAV-Cre) is used as a donor plasmid for two sgRNA insertion. The first selected sgRNA is cloned into the plasmid using the Sap I site. The second sgRNA is constructed into the AAV9-single sgRNA vector together with the gRNA scaffold and U6 promoter using Xba I and Kpn I sites. The AAV-dual sgRNA vector is applied in the AAV package. For the CRISPR/dCas9-tethered nucleolin system, the sgRNA was inserted into the BsmB I site of plasmid LentiGuide-puro.

### Luciferase reporter assay

Dual luciferase reporter assays were prepared using the Dual-Luciferase Reporter Assay System Kit (Promega, E1910). Typically, 1.5 * 10^5 MuSCs were seeded into each well of a 12-well plate, and after 24 h, 500 ng wild-type and modified pGL3-Basic plasmids and 20 ng pRL were transfected into each well using Lipofectamine 3000. Forty-eight hours after culturing, the cell medium was discarded and the cells were washed with PBS. A total of 200 μl of lysis buffer was added to the well and incubated at RT for 20 min. Then, the cell lysis was centrifuged at 800 g for 3 min, and the supernatant was used to conduct the luciferase assay according to the manufacturer’s instructions.

### Real-time PCR

Total RNAs from MuSCs or C2C12 cells were extracted using TRIzol reagent (Life Technologies) according to the manufacturer’s protocol. QRT-PCR was performed by using SYBR Green Master Mix (Applied Biosystem) on ABI PRISM 7900HT (Applied Biosystem). *18 s rRNA* or *GAPDH* mRNA was used for normalization. All the experiments were designed in triplicate. Primers used for qRT–PCR are shown in Additional file 12: Table S11.

### CD spectroscopy

CD spectroscopy was performed using a Jasco CD J-150 spectrometer with a 1-cm path length quartz cuvette. 5 µM oligos consisting of G4 or mutant sequences were prepared in 10 mM LiCac buffer (pH 7.0) and 150 mM KCl/LiCl. The mixtures, with a reaction volume of 2 ml, were then vortexed and Heated at 95 °C for 5 min and allowed to cool to room temperature. The oligos were examined from 220 to 310 nm at a 2-nm interval, and the data were blanked and normalized to mean residue ellipticity. The data were interpreted using Spectra Manager Suite (Jasco Software).

### Microscale thermophoresis assay

Fifty nM FAM labeled cMyc G4, Ccne1 G4, or mutated oligos dissolved in the reaction buffer (1X: 25 mM Tris–HCl (pH = 7.5), 150 mM KCl, 1 mM MgCl2) were Heated at 75 °C for 3 min followed by cooling on ice for 10 min. An equal volume of human recombinant MAX protein (Sangon Biotech, C521487), serially diluted in concentration, was then added to the sample and incubated at 37 °C for 1 h. The samples were loaded to MST capillary tubes, and the blue light mode was applied for the measurement (NanoTemper, Monolith NT.115). 

### EdU assay

The EdU incorporation assay was conducted in accordance with the protocol provided by the Click-iT® Plus EdU Alexa Fluor® 594 Imaging Kit (C10639, Thermo Fisher Scientific). Cells cultured on coverslips were incubated with 10 µM EdU for 4 h, followed by fixation using 4% paraformaldehyde (PFA) for 15 min. The EdU-labeled cells were then detected via click chemistry, employing an Alexa Fluor® 594-conjugated azide. And cell nuclei were stained with DAPI (Life Technologies, P36931). Fluorescent imaging was performed using a fluorescence microscope (Leica).

### AAV packaging

The in vivo genome editing via CRISPR/Cas9 was conducted in accordance with previously described instructions [61]. The sgRNA pair targeting MAX was generated from an AAV:ITR-U6-driven and validated in vitro. And muscle-tropic AAV9 was employed as the delivery vector.

### Lentivirus packaging and infection

To express dCas9-NCL and sgRNA targeting *Ccne1* G4 sites, lentivirus was generated within 293T cells cultured in the 6-well plate. A mixture of 0.9 μg of pMD2.G, 1.8 μg of psPAX2, and 2.7 μg of pLenti-EF1a-dCas9-nucleolin/pLentiguide-sgRNA/pLentiguide was transfected into each well of 293T cells using 13.5 μl Lipo3000. After 6 h of incubation, the medium was replaced with 2-ml DMEM complete medium. Virus particles were harvested at 48 h post-transfection and filtered through a 0.45-μm PES filter, and then stored at − 80 °C. For infection of satellite cells, 100 μl virus (50 μl containing dCas9-nucleolin and 50 μl containing sgRNA) was diluted with 400-μl medium with polybrene at a final concentration of 8 μg/ml. After 24 h of infection, the medium was replaced with F10 growth medium, and cells were harvested for experiments after another 24 h.

### Immunoblotting and immunofluorescence

For Western blot assays, in vitro cultured cells were harvested, washed with ice-cold PBS, and lysed with RIPA lysis buffer with proteinase inhibitor (Thermo Fisher Scientific, 88266) for 15 min on ice. Protein concentration was measured by BCA (Thermo Scientific Pierce BCA Protein Assay Kit, #23227). The protein samples were then loaded to SDS-PAGE. The PVDF membrane with proteins was blocked by 5% BSA for detecting MAX or 5% non-fat milk for other proteins. The following dilutions were used for each antibody: MAX (Cell Signaling Technology, 4739, 1:1000), α-tubulin (Santa Cruz Biotechnology, sc-8654; 1:2000), GAPDH (Sigma-Aldrich, G9545-100UL; 1:4000), and the secondary antibodies: HRP-conjugated Goat anti-Rabbit IgG (ABclonal, AS014, 1:2000), HRP-conjugated Goat anti-Mouse IgG (ABclonal, AS003, 1:2000). Protein expression was visualized using an enhanced chemiluminescence detection system (GE Healthcare, Little Chalfont, UK).

For immunofluorescence staining, cultured cells were fixed in 4% PFA for 15 min and permeabilized with 0.5% NP-40 for 10 min at RT. Then, cells were blocked in 3% BSA for 1 h followed by incubating with primary antibodies overnight at 4 °C and secondary antibodies for 1 h at RT (protected from light). Then, the cells were mounted with DAPI (Life Technologies, P36931) before observation. The appropriate primary antibodies were used as follows: PAX7 (Developmental Studies Hybridoma Bank, PAX7-S1ML), MyoD (Dako, M3512), mouse anti-eMyHC (Leica, NCL-MHC-d), and rabbit anti-laminin (Sigma, L9393). For the staining of muscle sections, slides were fixed with 4% PFA for 15 min at room temperature and permeabilized in ice-cold methanol for 6 min at − 20 °C. Heat-mediated antigen retrieval with a 0.01 M citric acid (pH 6.0) was performed for 5 min in a microwave. After 4% BBBSA (4% IgG-free BSA in PBS; Jackson, 001–000-162) blocking, the sections were further blocked with unconjugated AffiniPure Fab Fragment (1:100 in PBS; Jackson, 115-007-003) for 30 min. The biotin-conjugated anti-mouse IgG (1:500 in 4% BBBSA, Jackson, 115-065-205) and Cy3-Streptavidin (1:1250 in 4% BBBSA, Jackson, 016-160-084) were used as secondary antibodies. Primary antibodies and dilutions were used as follows: PAX7 (Developmental Studies Hybridoma Bank; 1:50), MyoD (Dako; 1:500), eMyHC (Developmental Studies Hybridoma Bank; 1:200), and Laminin (Sigma; 1:800). All fluorescent images were captured with a fluorescence microscope (Leica).

H&E (Hematoxylin–eosin) staining on TA muscle sections was performed according to a protocol described before [19]. Section slides were first stained in Hematoxylin for 10 min, followed by rinsing thoroughly under running tap water for at least 3 min. Then, section slides were immersed in 0.2% acid alcohol for 1 s and immediately rinsed under running tap water. Next, section slides were stained in eosin for 2 min followed by rinsing and dehydrating in graded ethanol and xylene. Finally, slides were mounted by DPX and observed under a normal microscope.

### In cellulo G4 staining

MuSCs were fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. The fixed cells were then permeabilized with 0.5% Triton X-100 in PBS at RT for 20 min followed by incubation with 100 μg/ml RNase A for 1 h at 37 °C and staining with BG4 antibody as previously described [33].

### PQS prediction

Genomic sequences of mm10 and hg38 were subjected to G4 pattern-matching motifs [23, 68]. A PQS generally consists of at least four G runs (i.e., two or more consecutive Gs) separated by nucleotide stretches of different lengths (loops). The PQS used in this study complies with the following regular expressions:

1. G3 + L1–7 = canonical PQS, with at least three tetrads and loops of length up to seven nucleotides: “$$([\text{gG}]\{3,\}\backslash \text{w}\{\text{1,7}\})\{3,\}[\text{gG}]\{3,\}$$”;
2. G3 + L1–12 = extended canonical PQS, with at least three tetrads and longer loops up to 12 nucleotides: “$$([\text{gG}]\{3,\}\backslash \text{w}\{\text{1,12}\})\{3,\}[\text{gG}]\{3,\}$$”;
3. G2L1–12 = two-tetrads PQS, with loops up to 12 nucleotides: “([gG] [69]\w{1,12}){3,}[gG] [69].”

### CUT&RUN and data analysis

CUT&RUN assay was conducted using 200,000 MuSCs with the CUT&RUN assay kit (Cell Signaling Technology, 86652). In brief, MuSCs were harvested and washed by cell wash buffer, then bound to concanavalin A-coated magnetic beads. Digitonin wash buffer was used for permeabilization. After that, cells were incubated with 2 μg of G4 antibody (absolute antibody) overnight at 4 °C with shaking, followed by incubation with 2 μg of anti-flag antibody (Sigma) for 2 h at 4 °C with shaking. Then, the cell-bead slurry was washed with digitonin wash buffer and incubated with Protein A-MNase for 1 h at 4 °C with shaking. After washing with digitonin wash buffer, CaCl_2_ was added to the cell-bead slurry to initiate Protein A-MNase digestion, which was then incubated at 4 °C for half an hour. Then, 2 × Stop Buffer was added to the reaction to stop the digestion. CUT&RUN fragments were released by incubation for 30 min at 37 °C followed by centrifugation. After centrifugation, the supernatant was recovered, and DNA purification was performed by using Phenol/Chloroform (Thermo). For DNA library construction, a NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (NEB, E7645S) was used according to the manufacturer’s instructions. Bioanalyzer analysis and qPCR were used to measure the quality of DNA libraries, including the DNA size and purity. Finally, DNA libraries were sequenced on the Illumina Genome Analyzer II platform.

The raw data was first pre-processed by initial quality assessment, adapters trimming, and low-quality filtering and then mapped to the mouse reference genome (mm10) or human reference genome (hg38) using *Bowtie2* (v2.3.3.1) [70], and only the non-redundant reads were kept (*Picard* v2.26 was used to remove redundant reads). The peaks (sites) were identified using *MACS2* (v2.2.4) [71]. During the peak calling, the *P*-value cutoff was set to 0.001 or the Q-value cutoff was set to 0.05 for G4, H3K4me3, and MAX CUT&RUN-Seq experiments. The final result was generated by combining each biological replicate result.

### RNA-seq and data analysis

RNAs were extracted by TRIzol reagent and used for library preparation as previously described [32]. Total RNAs were subject to polyA selection (Ambion, 61,006) followed by library preparation using NEBNext Ultra II RNA Library Preparation Kit (NEB, E7770S). Libraries were paired-end sequenced with read lengths of 150 bp on Illumina HiSeq X Ten or Nova-seq instruments. The raw reads of RNA-seq were processed following the procedures described in our previous publication. Briefly, the adapter and low-quality sequences were trimmed from 3′ to 5′ ends for each read, and the reads shorter than 50 bp were discarded. The clean reads were aligned to the mouse (mm10) and human (hg38) reference genome with *Hista2* (v2.2.1) [72]. Next, we used *Cufflinks* (v2.2.1) [73] to quantify the gene expression. For mouse data, genes were identified as DEGs if the absolute log2foldchange of expression level was greater than 0.5 and the adjusted *P*-value was < 0.05 between two stages/conditions by *DESeq2* (v1.42.1) [74]. For human data, the genes were identified as DEGs if the absolute log2foldchange of expression level was greater than 0.5.

### Micro-C

Micro-C for MuSCs was performed following the published protocol for mammalian Micro-C [49]. Cells were first crosslinked at 1 ml per million cells of 3 mM DSG crosslinker (MedChemExpress, HY-114697) for 35 min at room temperature, and then 1% formaldehyde was added and incubated for 10 more minutes. The crosslink was quenched with 0.375 M Tris (pH 7.0) for 5 min. Cells were pelleted at 1000 g at 4 °C for 5 min and resuspended with ice-cold PBS. One million cells were split into each tube and pelleted by centrifugation. After snap frozen in liquid nitrogen, cells were kept at − 80 °C. For cell lysis, cells were thawed on ice for 5 min, and lysed with 0.5 ml MB 1 buffer (10 mM Tris–HCl, pH 7.5, 50 mM NaCl, 5 mM, MgCl2, 3 mM CaCl2, 0.2% NP-40, 1 × PIC) on ice for 20 min, washed once with MB 1 buffer, then resuspended in 100 ul MB1 buffer. Mnase concentration for muscle stem cells was predetermined using MNase titration experiments. Chromatin was digested by adding 0.1 μl Mnase (NEB, M0247S) and incubating for 20 min at 37 °C, 1000 rpm. Digestion was stopped by adding 8 μl of 500 mM EGTA and incubating at 65 °C for 10 min. Cells were then washed twice with ice-cold MB2 buffer (10 mM Tris–HCl, pH 7.5, 50 mM NaCl, 10 mM MgCl2). The Mnase-digested DNA ends were polished with T4 PNK (NEB M0201), followed by DNA polymerase Klenow fragment (NEB M0210), and then repaired and labeled by adding biotinylated dATP and dCTP (Jena Bioscience, NU-835-BIO14-S and NU-809-BIOX-S, respectively), and TTP/GTP. After washing with buffer MB3 (50 mM Tris–HCl, 10 mM, MgCl2). Ligation was performed for 4 h at room temperature using T4 DNA ligase (NEB M0202). Dangling ends were removed by a 15-min incubation with Exonuclease III (NEB 0206) at 37 °C. DNAs were de-crosslinked overnight at 65 °C. After DNA extraction by ethanol precipitation, size selection was performed using DNA purification beads to enrich Ligated fragments at about 230 bp. Then, biotin selection was done using 10 μl Dynabeads MyOne Streptavidin C1 beads (Invitrogen 65,001). Libraries were prepared with the NEBNext Ultra II Library Preparation Kit (NEB E7103). Samples were paired-end sequenced (read length = 150 bp) on Illumina’s NovaSeq sequencer.

### Micro-C and Hi-C data analysis

The Micro-C raw data was mapped to the mouse reference genome (mm10) using *BWA-MEM* (v0.7.17-r1188) [75]. Next, we used the parse module of the *pairtools* (v1.0.2) [69] pipeline to find ligation junctions in Micro-C libraries. Then, the parsed pairs were then sorted using *pairtools sort*, and PCR duplication pairs were removed by *pairtools dedup*. Finally, *pairtools split* was used to generate.pairs files and.bam files. Loops were identified by *HiCCUPS* (v1.22.01) [50] using parameters (-k KR -t 20) and scaled to 5 kb resolution. Cool files were generated by *cooler* to further compare the interaction difference. Interaction comparisons were calculated by *HiCcompare* (v1.24.0) [76]; “A” value cutoff was set to 15 to filter out interactions with low average expression. Adjusted *P* value cutoff was set to 0.1 to identify the significant interaction change. The Hi-C raw data was processed by *HiC-Pro* (v3.1.0) [77], and the mouse reference genome was set to mm10. Loops were identified by using parameters (-k KR -t 20) in 5 kb resolution and annotated with histone chip-seq peaks.

### 4C-seq and data analysis

4C-seq was performed as previously described [55]. Approximately 3 million C2C12 cells were cross-linked with 2% (v/v) formaldehyde for 10 min at room temperature and quenched with 0.125 M glycine. The samples were lysed in ice-cold lysis buffer (50 mM Tris–HCl (pH = 7.5), 150 mM NaCl, 5 mM EDTA, 0.5% NP40, 1% Triton X-100 with complete proteinase inhibitors) on ice for 20 min. Samples were then centrifuged at 700 g for 5 min. Pelleted nuclei were washed once with 400 μl 1.2 × Dpn II buffer (dilute 10 × Dpn II buffer by H_2_O). The supernatant was discarded, the nuclei were resuspended in 500 μl Dpn II buffer, and 15 μl 10% SDS was added, followed by incubation at 37 °C for 1 h with 900 rpm shaking. After incubation. Seventy-five microliters of 20% Triton X-100 was added to quench the SDS and then incubated at 37 °C for 1 h with 900 rpm shaking. A total of 200 units of Dpn II restriction enzyme (NEB, R0543) was added, and chromatins were digested at 37 °C overnight. Samples were incubated at 65 °C for 20 min to inactivate Dpn II and then cooled to room temperature. A total of 5.7 mL H_2_O, 700 μl 10 × NEB T4 DNA Ligase buffer, and 3350 units of NEB T4 ligase (NEB, M0202) were added to samples and mixed by swirling at room temperature overnight. A total of 300 μg of proteinase kinase (Invitrogen, AM2548) was added to samples and incubated at 65 °C water bath overnight. A total of 300 μg of RNase A (Thermo Scientific, EN0531) was then added to samples, and the samples were incubated at 37 °C for 45 min. The samples were subjected to phenol/chloroform/isoamyl extraction and ethanol precipitation and finally resuspended in 150 μl of 10 mM Tris–HCl (pH = 7.5). The purified DNA samples was then mixed with 50 μl rCutSmart (NEB, B6004), 295 μl H_2_O, and 50 units of Nla III (NEB, R0125). The mixture was incubated at 37 °C with shaking at 500 rpm on the ThermoMixer overnight. The Nla III restriction enzyme was inactivated by incubating at 65 °C for 25 min. A Ligation mix containing 12.1 mL H_2_O, 1.4 mL NEB T4 DNA Ligase buffer, and 100 units of T4 ligase was added to samples, and samples were incubated at room temperature overnight. The samples were purified using phenol/chloroform/isoamyl, precipitated with ethanol, and dissolved in 250 μl Tris–HCl (pH = 7.5). Finally, the DNA was then purified with QIAquick PCR Purification Kit (QIAGEN, 28104). A total of 800 ng of purified DNA was used as template for 20 cycles of PCR with Phanta Master Mix (Vazyme, P51101), and the PCR products were purified with NucleoSpin Gel and PCR Clean-up kit (MACHEREY–NAGEL, 740609). The 4 C libraries were prepared by on-beads reactions using the NEBNext Ultra II DNA Library Preparation Kit (NEB, E7645S), and sequenced on a NovaSeq X Plus instrument. A total of 150 bp paired-end reads were merged and aligned to the mouse genome (mm10) and analyzed with *pipe4C* (v1.1) [55]. 

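The called regions are bounded by restriction sites. All 54 region edges in both lists lay on the base next to a DpnII site (GATC) of mm10 when positions were counted from 1, and 27 of them did when starts were counted from 0 as in a BED file. Lengths were therefore counted from 1 with both ends included, so that the region of 1 bp in each list is a single DpnII fragment end rather than an empty interval. The median region was 5521.5 bp long in the DMSO library and 4404 bp in the PDS library. The 2 Mb view held 4881 DpnII sites, and of their 9762 fragment ends, 6732 had a 60-base sequence that occurred once in the genome. Beyond the last called region, up to the high-coordinate end of the view, the share was 23.7% of 3579 ends, and neither list held a region there. That stretch holds 18 annotated pseudogenes. The threshold, window and other settings of the peak calling are not given in the sources used here.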

Bigwig file was generated by *pipe4C*, and peak calling was performed with *PeakC* (v0.2) [78].

### Co-immunoprecipitation and mass spectrometry

C2C12 cells were transfected with flag vector or MAX-flag overexpression plasmid, and at 48 h post-transfection, cells were collected and lysed with lysis buffer (0.1% NP-40, 50 mM HePES pH 7.5, 250 mM NaCl, 5 mM EDTA, 1 × Proteinase Inhibitor cocktail) for 30 min on ice followed by brief disruption by a bioruptor (30% Amp, 5 s on, 5 s off). The cells were then centrifuged at 12,000 g for 15 min at 4 °C. The supernatant was diluted twofold with IP buffer (20 mM HePES pH 7.5, 0.2 M NaCl, 1 × Proteinase Inhibitor) and incubated with anti-flag beads (Anti-Flag Magnetic Beads, MCE, HY-K0207) overnight at 4 °C. The beads were then washed with the lysis buffer for 10 min. After washing 5 times, proteins were eluted with elution buffer (62.5 mM Tris–HCl 7.5, 0.2% SDS) at 99 °C for 10 min, and 20% elution was subjected to Western blot verification. Mass spectrometry experiment was performed using Bruker timsTOF Pro Mass-spectrometer. Mass spectrometry raw data was processed by PEAKS software (version X +). Protein abundance was obtained by normalizing the spectral number of proteins with the length of the protein. Unique MAX interacting proteins were selected comparing flag-MAX sample and flag-vector sample with exclusion of nonspecific binding targets.

## Supplementary Information

Additional file 1: Fig. S1. G4 profiling reveals dynamic remodeling of G4s during mMuSC lineage progression. Fig. S2. G4 profiling reveals dynamic remodeling of G4s during hMuSC activation. Fig. S3. G4s regulate MuSCs function and adult muscle regeneration. Fig. S4. Promoter G4 formation regulates gene transcription in ASCs. Fig. S5. G4s are enriched at loop anchors and promote loop interactions in ASCs. Fig. S6. MAX promotes MuSCs proliferation and adult muscle regeneration. Fig. S7. Uncropped figures for all the western blot results.

Additional file 2: Table S1. G4 CUT&RUN profiling in MuSCs.

Additional file 3: Table S2. G4-containing promoters in MuSCs.

Additional file 4: Table S3. RNA-seq analysis in FISCs, ASCs and DMSO or PDS treated ASCs.

Additional file 5: Table S4. H3K4me3 CUT&RUN analysis in ASCs treated with DMSO or PDS.

Additional file 6: Table S5. RNA-seq analysis in human FISCs and ASCs.

Additional file 7: Table S6. Micro-C analysis in ASCs treated with DSMO or PDS.

Additional file 8: Table S7. ChIP-seq analysis of TFs in C2C12 cells.

Additional file 9: Table S8. MAX CUT&RUN analysis in ASCs.

Additional file 10: Table S9. Micro-C and RNA-seq analysis in ASCs transfected with siNC or siMAX oligos.

Additional file 11: Table S10. Full list of proteins interacting with MAX in myoblast cells.

Additional file 12: Table S11. Information of oligonucleotides and primers used in the study.

## Data Availability

Supplementary figures and tables are available in the additional files. The source data that support this study are available at the corresponding Zenodo page under a Creative Commons Attribution 4.0 International License (10.5281/zenodo.16892605) [79]. The source code used to analyze the omics data can be found at the corresponding Github page ([https://github.com/FengYang-BJ/DNA-G4-in-MuSC-code](https://github.com/FengYang-BJ/DNA-G4-in-MuSC-code)) under a GPL-3.0 license and Zenodo page (10.5281/zenodo.16892605) under a Creative Commons Attribution 4.0 International License [79, 80]. The raw sequence data and processed data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database under accession number: RNA-seq, GSE289445 [81]; Micro-C, GSE289446 [82], CUT&RUN-seq, GSE289448 [83]; 4C-seq, GSE289449 [84]. Accession codes for the published data in GEO or GSA used in this study are as follows: ATAC-seq of FISC and ASC, GSE121589 [47, 85]; H3K27ac ChIP-seq of FISC and ASC, GSE134529 [61, 86]; HiC, RNA-seq and H3K27ac ChIP-seq of WT primary myoblasts, CRA002490 [52, 87]. Data were aligned to the mm10 genome.

# Supplementary material for: DNA G-quadruplex profiling in skeletal muscle stem cells reveals functional and mechanistic insights
**Source:** Genome Biol. 2025 Sep 5;26:269. doi: 10.1186/s13059-025-03753-w
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. G4 profiling reveals dynamic remodeling of G4s during mMuSC lineage progression. Fig. S2. G4 profiling reveals dynamic remodeling of G4s during hMuSC activation. Fig. S3. G4s regulate MuSCs function and adult muscle regeneration. Fig. S4. Promoter G4 formation regulates gene transcription in ASCs. Fig. S5. G4s are enriched at loop anchors and promote loop interactions in ASCs. Fig. S6. MAX promotes MuSCs proliferation and adult muscle regeneration. Fig. S7. Uncropped figures for all the western blot results.

**Additional file 1: Figure Legends**

**Additional file 1: Fig. S1. G4 profiling reveals dynamic remodeling of G4s during mMuSC lineage progression.** (A) Mouse MuSCs were isolated from PAX7-nGFP mice and FACS gating images are shown. (B) Schematic illustration of G4 CUT&RUN-seq procedure. (C) IF staining of PAX7 (red) in FISCs, PAX7 (red) and MyoD (green) in ASC-48h and MF20 (green) in DSCs to validate the cell identity at each stage during the lineage progression. Nuclei were visualized by DAPI staining (blue). (D) G4 CUT&RUN was performed with three replicates from each of the above stages. Heatmaps showing signal correlation of shared G4 peaks from the three replicates. Pearson correlation coefficient was calculated. (E) Top three motifs enriched in the above identified G4 peaks at different stages. (F) Pie chart showing the distribution of G4 subtypes in the above G4s. (G) Boxplot showing the fraction of PQS from the above identified G4 peaks. (H) Heatmaps showing the PQS and G4 signal enrichment in the above G4 peaks. (I) Heatmap showing the correlation of G4 signals in the four stages. Pearson correlation coefficient was calculated.

**Additional file 1: Fig. S2. G4 profiling reveals dynamic remodeling of G4s during hMuSC activation.** (A) Human MuSCs were isolated by FACS with staining of antibodies (CD31-/CD45-/CD34-/ITGB1+/NCAM+) and the gating images are shown. (B) IF staining of Pax7 (green) to validate the above isolated hFISC cell identity. Nuclei were visualized by DAPI staining (blue). (C) Top three motifs of identified G4 peaks in human MuSCs at different stages. (D) Pie chart showing the distribution of G4 subtypes in the above identified human MuSC G4s. (E) The Boxplot showing the fraction of PQS from the above identified G4 peaks. (F) Heatmaps showing the PQS and G4 signal enrichment in the identified human G4 peaks. (G-H) KEGG pathway analysis of genes with gained promoter G4 in mASC-24h (G) and hASC-24h (H).

**Additional file 1: Fig. S3. G4s regulate MuSCs function and adult muscle regeneration.** (A) ASCs were treated with 5μM PDS or DMSO for 24 or 48 hours and IF stained for γH2AX (green) and DAPI (blue). Representative images are shown. (B) The positively stained cells were quantified from 10 randomly selected fields of three biological replicates. Student’s t test (two-tailed) was used to calculate the statistical significance, n.s., not significant. (C) IF staining figures in Fig. 2G with separate channels.

**Additional file 1: Fig. S4. Promoter G4 formation regulates gene transcription in ASCs**. (A) RNA-seq was performed in mouse FISCs and ASCs. Principal component analysis (PCA) of the variance-stabilized estimated raw counts of differentially expressed genes. Each dot represents an individual biological replicate. (B) Volcano plot showing differentially expressed genes identified in mouse ASC vs. FISC. The red and blue dots denote up- and down-regulated genes, and the green dots denote unchanged genes. (C-D) GO analysis of the above identified up- and down-regulated genes in ASCs. (E) ASCs were treated with PDS or DMSO (control) and RNA-seq was performed. PCA of the variance-stabilized estimated raw counts of differentially expressed genes. Each dot represents an individual biological replicate. (F) Volcano plot showing differentially expressed genes identified in ASCs treated with PDS vs. DMSO. (G) Comparison of DEGs from ASC vs. FISCs and DEGs from ASCs treated with PDS vs. DMSO to identify potential G4 target genes. (H) H3K4me3 signals at the promoter of G4 activated genes in ASCs treated with DMSO or PDS. (I) RNA-seq was performed in hFISCs and hASCs. Scatter plot showing differentially expressed genes in hASCs vs. hFISCs. (J-K) GO analysis of the above identified up- and down-regulated genes. (L-M) KEGG analysis of the enriched pathways of G4-up genes in mASC (L) and hASCs (M).

**Additional file 1: Fig. S5. G4s are enriched at loop anchors and promote loop interactions in ASCs.** (A) Micro-C was performed in ASCs and chromatin loops were identified. Pie chart showing the number of each type of loops. PP: promoter-promoter loop; EE: enhancer-enhancer loop; EP: enhancer-promoter loop; others: none of the above. (B) Schematic illustration of integrative analysis to investigate G4 regulation of chromatin looping in primary myoblast cells integrating the publicly available RNA-seq, Hi-C and H3K27ac ChIP-seq datasets. (C) Loops of different subtypes identified in the above Hi-C data at 5k resolution. (D) G4 signals across the above identified loops. (E) Classification of the above identified loops based on G4 localization at the loop anchors. Pie chart showing the number of each type of G4-related loops. (F) Comparison of interaction frequency of the above different types of G4 loops. Wilcoxon test was used for statistical calculation: n.s., not significant, ***, P < 0.001. (G) The number of genes with promoters associated with each type of G4 loops. (H) Expression level of genes with promoters associated with each type of G4 loops. Wilcoxon test was used for statistical calculation: ***, P < 0.001. (I) mASCs were transfected with two siCCNE1 or control oligos and the knockdown was confirmed by qRT-PCR at 48h post transfection. *18s rRNA* was used as internal control. (J) EdU labeling was performed in the above cells. Representative images are shown. Scale bar = 50 μm. (K) EdU incorporation percentage was quantified from three biological replicates. Student’s t test (two-tailed unpaired) was used to calculate the statistical significance, and p values are shown on the bars. (L) Genomic distribution of MAX binding regions overlapping with G4 peaks in ASCs. (M) Genomic distribution of CTCF binding in primary myoblasts. (N) The number of G4 containing loop anchors with CTCF binding in ASCs. (O) Western blot of MAX and flag in C2C12 cell transfected with control or MAX-flag overexpressing (MAX OE) plasmid. α-Tubulin was used as the normalization control. (P) Co-IP was performed with the Flag antibody in the above cells and the retrieved MAX protein in C2C12 cells transfected with MAX-flag overexpressing plasmid was detected by western blot. (Q) GO analysis of the identified MAX interacting proteins by mass spectrometry.

**Additional file 1: Fig. S6. MAX promotes MuSCs proliferation and adult muscle regeneration.** (A) MAX protein level detected by western blot in ASCs treated with DMSO or PDS. α-Tubulin was used as the normalization control. (B) Schematic of the strategy for MAX inactivation using CRISPR-Cas9 editing in *Pax7^Cas9^* mice. Two sgRNAs were designed to target the exon 1 and exon 2 of MAX ORF, respectively to achieve frameshift mutation of MAX in MuSCs. (C) No obvious morphological difference was observed in Ctrl vs. MAX KD mice. (D) IF staining figures in Fig. 7F with separate channels.

**Additional file 1: Fig. S7. Uncropped figures for all the western blot results.**

# Supplementary material for: DNA G-quadruplex profiling in skeletal muscle stem cells reveals functional and mechanistic insights
**Source:** Genome Biol. 2025 Sep 5;26:269. doi: 10.1186/s13059-025-03753-w

Uncropped figure for Fig. 6L

Uncropped figure for Additional file1: Fig. S5O

Uncropped figure for Fig. 7A

Uncropped figure for Additional file1: Fig. S5P

Uncropped figure for Fig. 7D

Uncropped figure for Additional file1: Fig. S6A

**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. G4 profiling reveals dynamic remodeling of G4s during mMuSC lineage progression. Fig. S2. G4 profiling reveals dynamic remodeling of G4s during hMuSC activation. Fig. S3. G4s regulate MuSCs function and adult muscle regeneration. Fig. S4. Promoter G4 formation regulates gene transcription in ASCs. Fig. S5. G4s are enriched at loop anchors and promote loop interactions in ASCs. Fig. S6. MAX promotes MuSCs proliferation and adult muscle regeneration. Fig. S7. Uncropped figures for all the western blot results.

How the deposited data were processed for this re-analysis (not part of the article)

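The deposited data analysed here are 2 lists of regions from 4C-seq with the Ccne1 promoter G4 as the viewpoint, 1 from DMSO-treated and 1 from PDS-treated C2C12 cells. Before they deposited the lists, the authors merged the paired-end reads, aligned them to mm10, analyzed them with pipe4C (v1.1) and called regions with PeakC (v0.2). The submitters' processing notes also name mm10. The aligner and the settings of the peak calling are not given in the sources used here. The deposited values are the start and end of each region, with no score, read count or contact value, so the lists show neither the depth per library nor the precision of each call. The reads and the profiles behind the calls were not analysed here.

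Samples were grouped by treatment as the labels and the paper name them. Each treatment had 1 library, so no test compared the treatments and no p-value between them was computed. Region counts, covered length, overlap of at least 1 bp, length on each side of the Ccne1 start, and length in the promoter and enhancer bins were set out before the data were examined. The places used were read from Table S9: the Ccne1 start is the midpoint of its 4-kb promoter window, which is the GENCODE start, and the promoter and enhancer bins are 5-kb bins of its interaction table. The overlap of both lists was described by circular shifts of the PDS regions in steps of 1 kb over 1 Mb on each side of the Ccne1 start. This step was tested on simulated data. With 7 regions planted as shared, all 60 simulated pairs of lists of 14 and 13 regions gave a share of shifts under 0.05, and 4 of 60 independent pairs did. The simulated regions were placed at random over the whole span, and the planted ones had the same edges in both lists. The real lists are clustered: merging within 10 kb left 7 DMSO and 4 PDS regions. The simulated rates therefore do not show how this step behaves on the real lists.

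Genes were named by a rule fixed at the same time. It took Ccne1, and Uri1, Plekhf1, Pop4 and Vstm2b, which it listed as neighbours of Ccne1. It also took each annotated gene whose body or start, with 2 kb on each side, met a called region, up to 30 genes. The rule gave 11 genes within the view of 1 Mb on each side. Vstm2b lies 1790.8 kb beyond the edge of the view, at 40898328 to 40930594 on chromosome 7. It is thus not a near neighbour of Ccne1 in mm10, and has no value. Annotation came from GENCODE M21 and RefSeq on GRCm38, the assembly that mm10 names. Positions are counted from 1.

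DpnII sites were located in GRCm38, and the 60 bases at each fragment end were searched among all DpnII fragment ends of the genome to tell whether they occur once. Predicted G4 sequences were 4 or more runs of at least 3 G or C with loops of up to 7 bases. The analysis used Python 3.11.15 and SciPy 1.17.1, and figures used matplotlib 3.10.9. Alternatives covered merging of nearby regions, a minimum length of 5 kb, distance from the viewpoint, the overlap that counts as shared, the place of the viewpoint, and the extent of the enhancer and the promoter. Alternatives chosen after seeing the data covered the reading of region starts, the regions with the same edges in both lists, the length of the fragment end, and the annotated Ccne1 start.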

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

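The paper does not discuss 3 regions that were called in PDS-treated cells and have no counterpart in the DMSO control, and each stands out for that reason. They covered 9384 bp at 37654115 to 37663498 and 10750 bp at 37749088 to 37759837, both in introns of Zfp536, and 1832 bp at 38296632 to 38298463, over the start of the pseudogene Gm28581. All 98 DpnII fragment ends in these 3 regions had a 60-base sequence that occurs once in the genome. In the 25-kb bin around the region of 1832 bp, from 38282500 to 38307499, 58.8% of ends did. That region lies within 10 kb of the PDS region at 38306171 to 38310178, which overlaps a DMSO region. Merging within 10 kb joins both, so it is then no longer without a counterpart. With 1 library per treatment, the difference between treatments was not tested.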

How the results depend on the processing

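Results with no replicates have no spread to be set against, so a count was taken as unchanged within 1.5 times and a length only where it was equal. The reading of region starts, the removal of the regions with the same edges, the narrower span of the shifts, the length of the fragment end and the GENCODE start were chosen after seeing the data. With regions of at least 5 kb, the DMSO library had 7 regions over 75856 bp and the PDS library 6 over 47458 bp, as short regions were removed. Within 100 kb of the Ccne1 start the values were 1 region and 8126 bp against 0 regions and 0 bp. Merging regions within 10 kb left 7 DMSO and 4 PDS regions. Counting starts from 0 gave 93852 and 64426 bp. Without the regions with the same edges, 3 DMSO and 4 PDS regions were shared, over 14050 bp, and 0.0095 of the circular shifts reached that length, or 0.01904 with shifts kept to the part of the view below those regions, against 0.0005 for all regions, the smallest share that these shifts can give. In each setting that gives a total called length over the regions kept, it was higher in the DMSO library than in the PDS library. These settings use the same lists, so they are not independent checks. The other rules for overlap gave 7 to 9 shared DMSO regions and 7 to 10 shared PDS regions. Called length in the enhancer bin was 0 bp in both libraries also with the bin widened by 5 kb on each side and in the other Table S9 bins between enhancer and promoter, as it was in the 4-kb promoter window. Taking G4#1 as the viewpoint and leaving out regions within 5 kb of the start changed no value. The nearest region lay 86.4 kb from the start in the DMSO library and 189.1 kb in the PDS library. These settings, and those of the enhancer and promoter bins, therefore could not have given another value. The planned rescaling of a score per region was not run because the lists hold none. No paired analysis was possible because each treatment has 1 library and no result between treatments comes from a test. The lists do not show depth, so a region missing from a list cannot be read as a contact that was absent.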

Differences from the paper's values

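The paper's distance of G4#1 from the Ccne1 transcription start is 280 nt, and the distance found here for the oligo named G4#1 in Table S11 was 63 nt. For G4#2 the paper's value is 63 nt, and the distance found here was 280 nt. Each of the paper's values thus equals the distance found for the other sequence. Distances run from the far edge of each sequence to the RefSeq start, a choice made after the values were seen. From the near edge they were 37 nt and 255 nt. No alternative set before the data were examined bears on these distances. With the GENCODE start, chosen after seeing the data, they were 19 nt for G4#1 and 236 nt for G4#2, and both still differed from the paper's by over 1.5 times.

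The paper states that contact of the Ccne1 promoter with its enhancer sites fell under PDS in 4C-seq. The deposited lists hold no contact value, so that statement could not be checked here. The called length in the enhancer bin taken from Table S9 was 0 bp in both libraries. The nearest called region lay 86.4 kb from the Ccne1 start in the DMSO library and 189.1 kb in the PDS library. The 0 bp therefore does not show whether contact with the bin changed. The paper's text does not say that this bin is its enhancer, and it also cites Micro-C at this locus (Fig. 5F). The total called length was lower in the PDS library, 64.4 kb against 93.9 kb, with no test between the treatments. That total covers the whole view and does not measure contact with the enhancer.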

Other observations

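The tests of repeated sequence and of fewer usable reads were chosen after the results they bear on had been seen, and those of gaps without unique fragment ends and of predicted G4 sequences before.

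Beyond protein-coding genes, called regions met 6 other annotated transcripts or the 2 kb around their starts. The antisense transcript Gm44767, which starts beside Pop4, held 12721 bp of called length in the DMSO library and 8830 bp in the PDS library. The pseudogene Gm4451 held 390 bp in both, and the unclassified transcript 6720469O03Rik lay wholly within a region of both, over 1201 bp. Gm44883, another unclassified transcript inside Zfp536, held 3258 bp in the PDS library and 0 bp in the DMSO library.

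Both libraries held 6 regions with the same edges to the base, of which 1 is a single fragment end, while the other regions of the lists had 1 edge in common. In the gaps between them, 62.7% of the fragment ends had a 60-base sequence found once in the genome. The share was 30.5% with 30 bases and 89.0% with 100 bases. With 60 and 100 bases this argues against gaps set by missing fragment ends, while the share with 30 bases met neither limit set for this test. Which fragment ends the authors' processing kept was not examined. Repeated sequence stays open as a hypothesis: over the span the share was 61.8%, against 97.2% over the rest of the view on the low-coordinate side, and 32.5% against 93.6% with 30 bases and 84.05% against 98.6% with 100 bases. Whether the regions were less unique than the gaps, a comparison added after the share over the span had been seen, turned on the length: 60.0% in the regions with 60 bases, 36.5% with 30 bases, which is above the gaps, and 73.9% with 100 bases, which is below them by over 5 percentage points. Whether these regions were called separately in each library is not given in the sources used here and was not tested. No biological explanation of the pattern, which occurs under both treatments, was tested.

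The DMSO library held 5 regions with no counterpart in the PDS library, 1 within Uri1, 1 beyond its 3' end, 1 upstream of Plekhf1, 1 over Pop4 and 1 in intergenic sequence. Of their fragment ends, 97.3% had a sequence found once in the genome (90.1% with 30 bases). This share comes from the genome and is the same for both libraries, so it cannot decide why the regions were called in the DMSO library only. A PDS library with fewer usable reads cannot be told apart from an effect of PDS: the PDS library had 3 regions of its own, over 22.0 kb against 52.4 kb, but the lists do not show depth and calls at lower depth were not measured. The hypothesis that these regions are rich in predicted G4 sequences was not settled either, as they held 15, a number reached in 28.6% of 1258 circular shifts with a median of 12. An effect of PDS on contacts stays open and has no replicate to test it.

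Neither library had a called region in the enhancer bin. The test of repeated sequence turned on the length. At 60 bases, 100.0% of the 38 fragment ends in the bin had a sequence found once in the genome, high enough to meet the limit set against it. With 30 bases the share was 78.95%, low enough to meet the limit set for repeated sequence. Neither library had a region from 86.4 kb on the low-coordinate side of the Ccne1 start to 121.7 kb on the other side. The bin is part of that stretch, so its own share cannot decide why it has no call. Whether the calling left out the stretch next to the viewpoint was not tested, and the closest region in either library lay 86.4 kb away.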
